# A kinase inhibitor screen identifies a dual cdc7/CDK9 inhibitor to sensitise triple-negative breast cancer to EGFR-targeted therapy

**DOI:** 10.1186/s13058-019-1161-9

**Published:** 2019-07-01

**Authors:** Ronan P. McLaughlin, Jichao He, Vera E. van der Noord, Jevin Redel, John A. Foekens, John W. M. Martens, Marcel Smid, Yinghui Zhang, Bob van de Water

**Keywords:** CDK9/Cdc7 inhibition, EGFR-targeted therapy, Drug resistance, Triple-negative breast cancer

## Abstract

**Background:**

The effective treatment of triple-negative breast cancer (TNBC) remains a profound clinical challenge. Despite frequent epidermal growth factor receptor (EGFR) overexpression and reliance on downstream signalling pathways in TNBC, resistance to EGFR-tyrosine kinase inhibitors (TKIs) remains endemic. Therefore, the identification of targeted agents, which synergise with current therapeutic options, is paramount.

**Methods:**

Compound-based, high-throughput, proliferation screening was used to profile the response of TNBC cell lines to EGFR-TKIs, western blotting and siRNA transfection being used to examine the effect of inhibitors on EGFR-mediated signal transduction and cellular dependence on such pathways, respectively. A kinase inhibitor combination screen was used to identify compounds that synergised with EGFR-TKIs in TNBC, utilising sulphorhodamine B (SRB) assay as read-out for proliferation. The impact of drug combinations on cell cycle arrest, apoptosis and signal transduction was assessed using flow cytometry, automated live-cell imaging and western blotting, respectively. RNA sequencing was employed to unravel transcriptomic changes elicited by this synergistic combination and to permit identification of the signalling networks most sensitive to co-inhibition.

**Results:**

We demonstrate that a dual cdc7/CDK9 inhibitor, PHA-767491, synergises with multiple EGFR-TKIs (lapatinib, erlotinib and gefitinib) to overcome resistance to EGFR-targeted therapy in various TNBC cell lines. Combined inhibition of EGFR and cdc7/CDK9 resulted in reduced cell proliferation, accompanied by induction of apoptosis, G2-M cell cycle arrest, inhibition of DNA replication and abrogation of CDK9-mediated transcriptional elongation, in contrast to mono-inhibition. Moreover, high expression of cdc7 and RNA polymerase II Subunit A (POLR2A), the direct target of CDK9, is significantly correlated with poor metastasis-free survival in a cohort of breast cancer patients. RNA sequencing revealed marked downregulation of pathways governing proliferation, transcription and cell survival in TNBC cells treated with the combination of an EGFR-TKI and a dual cdc7/CDK9 inhibitor. A number of genes enriched in these downregulated pathways are associated with poor metastasis-free survival in TNBC.

**Conclusions:**

Our results highlight that dual inhibition of cdc7 and CDK9 by PHA-767491 is a potential strategy for targeting TNBC resistant to EGFR-TKIs.

**Electronic supplementary material:**

The online version of this article (10.1186/s13058-019-1161-9) contains supplementary material, which is available to authorized users.

## Background

Triple-negative breast cancer (TNBC) is a notoriously aggressive, heterogeneous disease defined as lacking expression of oestrogen receptor (ER) and/or progesterone receptor (PR) as well as amplification of human epidermal growth factor receptor 2 (HER2), respectively [1]. Although TNBC only constitutes approximately 15–20% of breast cancer cases, it is disproportionately responsible for breast cancer-associated deaths and carries a dismal prognosis, compared with hormone receptor-positive (HR+) breast cancers [2–4]. For patients with HR+ breast cancer, endocrine therapy targeting ER is available in the form of aromatase inhibitors and selective oestrogen receptor modulators (e.g. tamoxifen) and other antagonists [1]. Contrastingly, no effective targeted therapy which exploits the molecular properties of tumour cells exists for TNBC patients; clinical trials of targeted agents in TNBC have been disappointing [5, 6]. Consequently, aggressive chemotherapy, radiotherapy and surgery remain the mainstay treatments [7]. Furthermore, patients who develop resistance to treatment, or who do not respond to treatment whatsoever, follow an aggressive clinical course characterised by metastasis and a higher 5-year mortality post-diagnosis [8]. Further complicating the treatment of TNBC is the degree of genetic heterogeneity observed in this disease. By analysing the gene expression profiles of TNBC cases, Lehmann et al. sub-classified TNBC into six different molecular subtypes: mesenchymal (M), mesenchymal stem-like (MSL), luminal androgen receptor-positive (LAR), immunomodulatory (IM), basal-like 1 (BL1) and basal-like 2 (BL2) [9]. Most importantly, these subtypes exhibit dissimilar drug-sensitivity profiles, resulting in varied clinical responses [9, 10]. The nature of TNBC clearly necessitates a more tailored approach to treatment, one which exploits the unique oncogenic addictions present. For chemotherapy-resistant TNBC patients, the development of targeted therapeutics which synergise with current treatment options to overcome resistance is therefore paramount.

Epidermal growth factor receptor (EGFR; also known as ERBB1/HER1) is often expressed at higher levels in triple-negative tumours than in HR+ tumours [11], though expression levels vary, with up to ~ 80% of TNBC cases reported as being EGFR+ [12]. EGFR amplification has also been reported to occur in a substantial proportion of TNBC cases [13–15] with EGFR overexpression associated with a much poorer prognosis in general [8]. Furthermore, EGF signalling is highly enriched in the basal and mesenchymal TNBC subtypes [9]. EGFR therefore represents a bona fide drug target in triple-negative tumours. Various EGFR inhibitors have been developed, most notably anti-EGFR monoclonal antibodies (e.g. cetuximab) and EGFR-tyrosine kinase inhibitors (EGFR-TKIs) (e.g. erlotinib, gefitinib and lapatinib) [16]. Despite these efforts, EGFR-TKI single treatment has performed poorly in clinical trials for TNBC patients with advanced or metastatic breast cancer, despite clear inhibition of EGFR [17, 18] suggesting bypass inhibition of EGFR-related signalling in TNBC tumours [19, 20]. Nonetheless, EGFR-TKIs have shown more promising results as combination therapies in TNBC [21], perhaps indicating that monotherapeutic inhibition of EGFR is insufficient to shut down the myriad signalling pathways responsible for promoting aberrant proliferation and survival.

Here we demonstrate that multiple EGFR-TKIs synergise with the dual cdc7/CDK9 inhibitor PHA-767491 in a panel of TNBC cell lines resistant to EGFR-TKIs. This combination inhibited cell proliferation, induced apoptosis and G2-M arrest and downregulated components critical to cell cycle progression, DNA replication and transcription, thereby reversing resistance to EGFR-TKIs. Therefore, targeting deficiencies in regulation of the cell cycle and DNA replication in conjunction with transcriptional addiction downstream of growth factor pathways may constitute a powerful therapeutic opportunity for this difficult-to-treat breast cancer subtype.

## Methods

### Cell culture

All cell lines were maintained in RPMI-1640 medium (Gibco, ThermoFisher Scientific, Breda, The Netherlands) supplemented with 10% FBS (Thermo Fisher Scientific; 10270106) and 25 IU/ml penicillin and 25 μg/ml streptomycin (ThermoFisher Scientific; 15070-063). Cells were cultured in a humidified incubator at 37 °C, 5% CO_2_. Cell lines were provided by Erasmus MC Rotterdam and tested monthly for mycoplasma using PCR.

### Antibodies and kinase inhibitors

The primary antibodies against pEGFR (Y1173, #4407), pERK1/2 (T202/Y204, #9101), ERK1/2 (#4695), pAKT (S473, #9271), AKT (#9272), MCM2 (#3619), pRNA-II (S2/5; #4735), RNA-II (#2629), and p-pRb (S780, # 9307) were commercially supplied from Cell Signaling TECHNOLOGY®, EGFR (sc-03), pRb (sc-102), CDK4 (sc-601), Cyclin D1 (sc-20,044) from Santa Cruz BIOTECHNOLOGY®, cdc7 (ab10535) and pMCM2 (S40/41; ab70371) from Abcam® and Tubulin (T-9026) from Sigma®. Secondary antibodies included Cy5-conjugated anti-mouse and horseradish peroxidase (HRP) anti-mouse or anti-rabbit (Jackson ImmunoResearch). Individual kinase inhibitors lapatinib (S2111), gefitinib (S1025), erlotinib (S7786) and PHA-767491 (S2742), plus the previously described 273-kinase inhibitor library (L1200), were purchased from Selleckchem® (Munich, Germany) and dissolved in DMSO solution at 10 mM [22]. TAK-931 and BAY-1143572 were purchased from MedChemExpress (Sollentuna, Sweden).

### Kinase inhibitor treatment and drug combination screen

Cells were seeded into 96-well plates at the appropriate densities (Additional file 1: Table S1). The following day, cells were treated with individual kinase inhibitors in dose range as indicated. Vehicle DMSO (1:1000) was used as control. For the kinase inhibitor library screen, cells were screened in duplicate against the kinase inhibitor library containing 273 kinase inhibitors at concentration of 1 μM alone, or the 1 μM library inhibitors in combination with lapatinib at 3.16 μM, since this concentration effectively inhibited EGFR phosphorylation in all cell lines tested and since studies have shown that levels of lapatinib in patient tumours vary between 1 and 12 μM depending on dosing schedule [23]. After 4-day treatment, proliferation was evaluated by sulphorhodamine B (SRB) colorimetric assay [24] and analysed by % of control cell growth = (mean sample OD − mean 0-day OD)/(mean control OD − mean 0-day OD) × 100. To assess synergistic interaction of combined drugs, combination index (CI) analysis [25, 26] was performed, using the formula ‘CI = (D)1/(Dx)1 + (D)2/(Dx)2’. (D)1 and (D)2 are respective combination doses of two compounds that yield an effect of 50% of proliferation inhibition, with (Dx)1 and (Dx)2 being the corresponding single doses for either compound that results in the same effect, which is by definition the IC50 of each compound. CI values less than 1 (CI < 1), equal to 1 (CI = 1) or greater than 1 (CI > 1), indicate synergy, additivity or antagonism, respectively.

### Western blotting

Cells were seeded in 6-well plates at the appropriate density. For stimulation/starvation assays, medium was refreshed with serum-free medium (SFM) the following day and cells were starved overnight. Thereafter, cells were pre-treated with drug solutions for 4 h, then stimulated with 100 ng/ml EGF (Sigma; E9644) for 5 min in SFM. For time-course exposures to drugs, cells were treated with drug solutions prepared in complete medium. Cell lysates were harvested at the indicated time points in RIPA lysis buffer with 1:100 Protease Inhibitor Cocktail (Sigma; P8340). Cellular proteins were denatured in sample buffer containing 10% β-mercaptoethanol, loaded with 30 μg/lane into 7.5% polyacrylamide gels, resolved using SDS-PAGE and subsequently transferred to PVDF membranes (Merck Chemicals; IPVH00010) overnight. PVDF membranes were then blocked with 5% BSA-TBST (Tris-buffered saline 0.05% Tween-20) and subsequently incubated at 4 °C overnight with appropriate primary antibodies. The following day, membranes were incubated for 1 h with HRP- or Cy5-conjugated secondary antibodies and chemiluminescence or fluorescence was detected using the Las4000 (GE Healthcare).

### Annexin-V staining

Cells were seeded overnight in 96-well μCLEAR plates (Corning) at appropriate densities, then treated with drug solutions at indicated concentrations. At 24, 48 or 72 h post-treatment, cells were stained with Hoechst 33258 (1:10,000) and Annexin-V (1:1000) for 45 min at 37 °C, 5% CO_2_ before being imaged using BD Pathway 855 Microscope (BD Biosciences). Annexin-V staining was quantified using Cell Profiler software.

### Cell cycle flow cytometry analysis

Cells were seeded in 6-well plates at the appropriate density. Twenty-four or 48 h post-treatment, all cells were harvested, re-suspended in ice-cold 200 μl 1 mM EDTA-PBS and 800 μl 100% ethanol, and stored at − 20 °C before being centrifuged at 1000 rpm at 4 °C. Cells were then re-suspended in 1 ml PBS and rehydrated for 15 min. After being spun at 1000 rpm for 5 min at room temperature, the pellet was re-suspended in 250 μl 3 mM DAPI (Sigma, 10236276001) staining buffer (100 μM Tris pH 7.4, 150 mM NaCl, 1 mM CaCl_2_, 0.5 mM MgCl_2_), incubated for 15 min at room temperature in the dark, followed by filtration through 70-μm EASYstrainer filters and analysed using FACS Conto II (*BD Biosciences).* Data were analysed using FlowJo V10.

### siRNA transfection

Cells were seeded in 96-well plates at the appropriate density. For each siRNA transfection, 50 nM siGENOME siRNAs (Dharmacon) were transfected into cells per 96-well using INTERFERin transfection reagent (Polyplus; 409-50). The following day, the medium was refreshed. Forty-eight hours post-transfection, cells were either lysed for western blot to confirm knockdown or treated with drugs for the appropriate duration as described, then fixed for SRB proliferation assay.

### Clinical evaluation of candidate target genes

The clinical relevance of cdc7, POLR2A and CDK9 was evaluated using in-house gene expression and metastasis-free survival data of 123 lymph node-negative, non-(neo) adjuvantly treated, oestrogen receptor-negative (ER-neg) primary breast cancer patients. The composition of this cohort is described in Additional file 2: Table S2. The clinical relevance of synergy-related candidate genes was evaluated using the previously described in-house as well as publicly available gene expression and MFS data of lymph node-negative, non-(neo) adjuvantly treated primary breast cancer patients, leading to a cohort of 142 triple-negative patients. Data were gathered from Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) entries GSE2034, GSE5327, GSE2990, GE7390 and GSE11121, with all data available on Affymetrix U133A chip. Raw.cel files were processed using fRMA parameters (median polish) [27] after which batch effects were corrected using ComBat [28].

### Transcriptome RNA sequencing and pathway integration analysis

Cells were seeded overnight in 6-well plates and treated in triplicate for 6 h with individual or combined kinase inhibitors at indicated concentrations, or vehicle. RNA was isolated with RNeasy Plus Mini Kit as described by the manufacturer (QIAGEN, Cat. 74136). Transcriptome RNA sequencing (RNA-Seq) was performed using Illumina high-throughput RNA sequencing. DNA libraries were prepared from the samples with the TruSeq Stranded mRNA Library Prep Kit. The DNA libraries were sequenced according to the Illumina TruSeq v3 protocol on an Illumina HiSeq2500 sequencer. Paired-end reads of 100bp in length were generated. Alignment was performed against the human GRCh38 reference genome using the STAR aligner (version 2.4.2a). Marking duplicates, sorting and indexing were performed using sambamba. Gene expression was quantified using the FeatureCounts software (version 1.4.6) based on the ENSEMBL gene annotation for GRCH38 (release 84). RNA-Seq data was normalised by TMM using EdgeR’s normalisation factor [29], followed by quantile normalisation and presented in Log2 fold change (Log2 FC) scales. Genes with significant down- or upregulation (Log2 FC ≥ |0.5|) under indicated conditions were analysed by web-based functional analysis tool Ingenuity pathway Analysis (IPA) to visualise and annotate their biological functions and pathways.

### Statistical analyses

All statistical analyses, where appropriate, were performed in GraphPad Prism software version 7.0. One-way ANOVA multiple comparison test with Tukey’s post hoc test was applied with *p* values less than 0.05 considered as statistically significant.

## Results

### TNBC cells are resistant to EGFR-TKIs

EGFR is expressed at higher levels in TNBC tumours compared to ER-positive BC tumours (Fig. 1a); also in human basal A and basal B TNBC cell lines, there is a higher EGFR expression than in human luminal cell lines (Fig. 1b). Therefore, we sought to systematically elucidate the response of TNBC to a broad range of different EGFR kinase inhibitors. A panel of TNBC cell lines with varying EGFR expression (Fig. 1c was screened against 24 EGFR-TKIs (Fig. 1d). Twelve cell lines (> 57%) could be classified as refractory to almost all 24 EGFR-TKIs; only HCC1806 was highly sensitive to most EGFR-TKIs, the remainder having variable sensitivity to EGFR-TKIs (Fig. 1d). Next, three TNBC cell lines highly resistant to EGFR-TKIs, Hs578T, BT549 and SKBR7, and one sensitive cell line, HCC1806, were selected for further evaluation. Hs578T, BT549 and SKBR7 cells were resistant to lapatinib-mediated growth inhibition up to and including concentrations of 3.16 μM, but superior concentrations (10 μM) impeded cellular proliferation (Fig. 1e). Concordantly, lapatinib failed to significantly induce apoptosis in these cell lines at 3.16 μM (Additional file 3: Figure S1a). In contrast, HCC1806 cells displayed enhanced growth inhibition in response to lapatinib (IC50 ~ 100 nM; Fig. 1e) with significantly increased Annexin-V apoptotic signal (Additional file 3: Figure S1a). Regardless of their response to lapatinib, all these cell lines maintained functional EGFR-mediated signal transduction, with prominent phosphorylation of EGFR (Y1173) and downstream components AKT (S473) and ERK1/2 (T202/Y204) in response to EGF stimulation (Fig. 1f), indicating that resistance was not due to the absence of a functionally intact EGFR pathway. In response to lapatinib, EGFR phosphorylation was completely inhibited in all cell lines (Fig. 1f). However, EGF-induced ERK activation persisted in all lapatinib-resistant cell lines, with AKT phosphorylation also unaffected in Hs578T and BT549 cells. These data suggest that these resistant cells are capable of bypassing EGFR kinase inhibition through the activation of downstream pro-proliferative pathways. Despite the lack of impact of EGFR-TKIs on TNBC proliferation, siRNA-mediated silencing of EGFR and downstream components, including ERK2 and FRAP1 (mTOR), led to a significant reduction in cell proliferation, supporting the notion that TNBC cells depend to a certain extent on EGFR-mediated signalling for their proliferation (Additional file 3: Figure S1b).

**Fig. 1:**
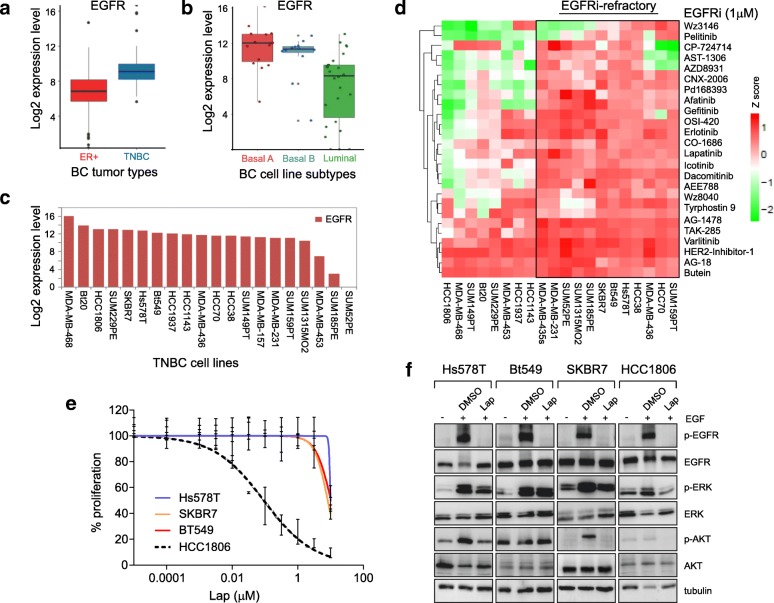
Resistance of TNBC cells to EGFR-TKIs. **a** RNA-Seq-based log_2_ EGFR expression levels in oestrogen receptor-positive (ER+) breast cancer (991 cases) and TNBC tumours (116 cases) derived from 1107 cases in The Cancer Genome Atlas (TCGA) database. Graphs show data distribution, the mean and the lower and upper quartiles. Error bars represent standard deviation. **b** RNA-Seq-based log_2_ EGFR expression in basal-like and luminal-like BC cell line subtypes (total 50 BC cell lines, in-house). Graphs show data distribution, the mean and the lower and upper quartiles. Error bars represent standard deviation **c** EGFR expression in 20 TNBC cell lines. **d** Resistance of TNBC cells to EGFR inhibitors (EGFRi). Cells were treated with 1 μM inhibitor for 4 days. Proliferation was assessed using sulphorhodamine B (SRB) assay. *Z*-score was represented by normalising raw values to those of DMSO control. **e** Dose response of EGFRi-resistant TNBC cell lines (Hs578T, BT549 and SKBR7) and an EGFRi-sensitive cell line (HCC1806) to lapatinib. Percentage of proliferation was normalised to DMSO control. Data shown as mean ± standard deviation for two independent experiments performed in triplicate. **f** EGFR pathway functionality in TNBC cell lines Hs578T, BT549 and SKBR7 and HCC1806. Cells were starved for 24 h in serum-free medium, treated with drug solutions prepared in serum-free medium for 4 h then stimulated with 100 ng/ml EGF for 5 min

### Kinase inhibitor combination screening identifies a dual cdc7/CDK9 inhibitor PHA-767491 which synergises with lapatinib in TNBC

Next, we sought to identify compounds which synergise with lapatinib by performing a combinatorial kinase inhibitor screen in Hs578T cells treated with 273 kinase inhibitors at 1 μM with or without 3.16 μM lapatinib. Most notably, amongst a number of compounds which augmented the response of TNBC cells to EGFR inhibition, including JAK3 inhibitor WHI-P154, AKT/PDPK1 inhibitor PHT-427, PIKfyve inhibitor YM201636, pan-AKT inhibitor GSK690693, JAK2 inhibitor TG101348 and Aurora A/B/C kinase inhibitor PHA-680632, the dual cdc7/CDK9 inhibitor PHA-767491 inhibited proliferation by > 90% compared to control or either monotherapy (Fig. 2a). Subsequent dose response experiments revealed that combinations of 1–3.16 μM PHA-767491 with 0.0316–3.16 μM lapatinib greatly enhanced inhibition of Hs578T growth compared to either monotherapy (Fig. 2b), indicative of synergy, whereas the synergistic effects of the other candidate compounds did not pass validation. To confirm this interaction was not cell line-specific, 17 TNBC cell lines were screened with a dose range of lapatinib or PHA-767491 (0.0316–3.16 μM) or with a dose range of lapatinib in combination with either 1 μM or 3.16 μM PHA-767491. These TNBC cell lines were generally resistant to both monotherapies at doses equal to or less than 1 μM, but lapatinib and PHA-767491 co-treatment strongly inhibited proliferation (Fig. 2c). Combining lapatinib (3.16 μM) with PHA-767491 at either 1 μM or 3.16 μM led to strong synergistic responses in the vast majority of TNBC cell lines (with some additive responses also evident), yielding CI values well below 1 (Fig. 2d), thus confirming the synergistic nature of this interaction.

**Fig. 2:**
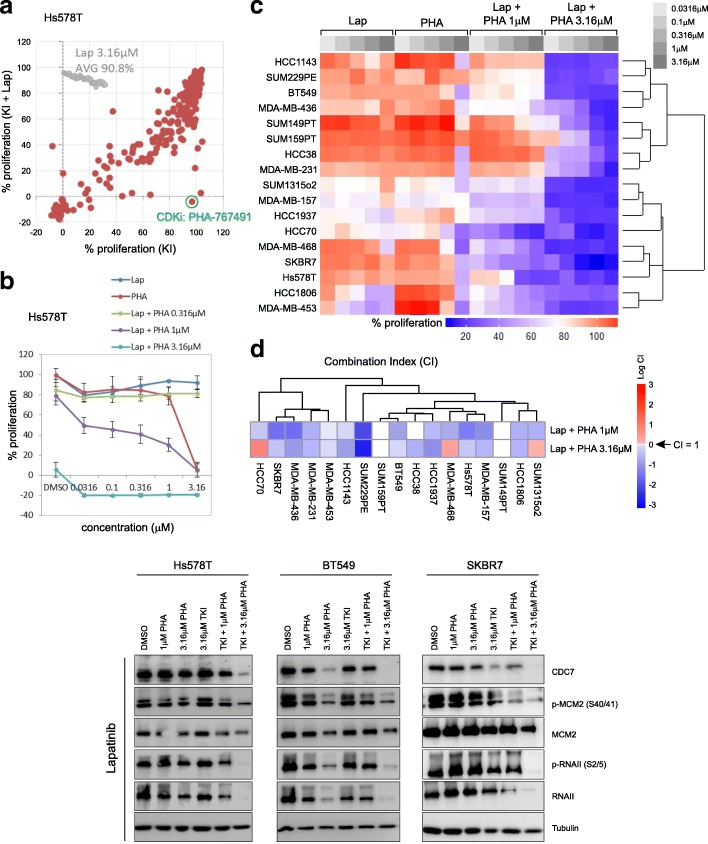
Kinase inhibitor combination screening identifies compounds which synergise with EGFR-TKIs in TNBC. **a** EGFRi lapatinib (Lap) and kinase inhibitor (KI) combination screen in EGFRi-resistant Hs578T cells. Cells (8000/well) were treated with 1 μM of 273 individual KIs alone, or in combination with lapatinib at 3.16 μM, for 4 days. The dual cdc7/CDK9 inhibitor PHA-767491, one of the KIs which most strongly synergised with lapatinib, is singled out, as indicated. **b** Dose response curves for Hs578T cells. Cells were treated with a dose range of PHA-767491 or lapatinib (0.0316–3.16 μM) or lapatinib combined with 0.316, 1 or 3.16 μM PHA-767491. Data shown as mean ± standard deviation for two independent experiments. **c** Validation screen of lapatinib/PHA-767491 synergistic effect in a panel of 17 TNBC cell lines, under indicated combinations. Cells were treated with dose ranges of lapatinib or PHA-767491 (0.0316–3.16 μM) or the indicated combinations. **d** Combination indices (CI) for lapatinib (3.16 μM) combined with either 1 μM or 3.16 μM PHA-767491. Log CI is shown. **e** Initiation of DNA replication and productive transcriptional elongation in Hs578T, BT549 and SKBR7 cells treated with lapatinib and/or PHA-767491 as indicated, for 48 h. TKI refers to lapatinib at 3.16 μM

### Dual pharmacological inhibition of EGFR and cdc7/CDK9 suppresses components of the transcriptional machinery and DNA-replicative program

Having confirmed the synergistic effect of PHA-767491 and lapatinib on TNBC proliferation, we elucidated the impact of co-treatment on EGFR-, cdc7- and CDK9-mediated signalling transduction. Forty-eight hours post-exposure, lapatinib (3.16 μM) in combination with PHA-767491 (1 μM) reduced levels of cdc7, accompanied by decreased phosphorylation of its downstream target MCM2 (Ser40/41), a critical component of DNA helicase, suggesting an inhibitory effect on initiation of DNA replication in Hs578T, BT549 and SKBR7 cells (Fig. 2e). This co-treatment also moderately decreased CDK9-mediated phosphorylation of Ser2/5 residues in the C-terminal domain of RNA Polymerase II (RNAII), implying impairment of CDK9- and/or CDK7-mediated productive transcriptional elongation (Fig. 2e). Additionally, co-treatment with PHA-767491 at 3.16 μM not only led to complete abolition of cdc7 levels but also depletion of total MCM2 and RNAII and their associated phosphorylated forms, perhaps indicative of stalled RNAII-mediated transcriptional elongation (Fig. 2e). These data suggest that co-treatment of TNBC cells with lapatinib and the dual cdc7/CDK9 inhibitor PHA-767491 blocks components essential for initiation of DNA replication and RNA polymerase II-mediated transcription.

### Selective EGFR-TKIs erlotinib and gefitinib also synergise with PHA-767491 in TNBC

To verify whether synergy between lapatinib and PHA-767491 represents a general EGFR-TKI-related phenomenon, TNBC cells were treated with other selective EGFR-TKIs, erlotinib and gefitinib [30], in combination with PHA-767491. At a concentration of 3.16 μM, erlotinib and gefitinib inhibited EGF-mediated activation of EGFR phosphorylation and downstream phosphorylation of ERK1/2 and AKT in Hs578T and SKBR7 cells (Fig. 3a), perhaps reflective of their increased potency compared to lapatinib in eliciting EGFR inhibition. However, proliferation of all cell lines tested was refractory to erlotinib and gefitinib monotherapy up to 3.16 μM (Fig. 3b). Strikingly, at concentrations of 0.1 μM or above, erlotinib and gefitinib strongly synergised with 1 μM and 3.16 μM PHA-767491, almost completely inhibiting the proliferation of Hs578T and SKBR7 cells (Fig. 3b, c). The effect of combining erlotinib or gefitinib with PHA-767491 on DNA replication and transcription-related signal transduction largely resembled that of lapatinib combined with PHA-767491 (Fig. 3d). Only combinations of erlotinib or gefitinib and PHA-767491 were capable of decreasing cdc7 levels and consequently phosphorylation of MCM2 (Ser40/41). Similarly, inhibition of CDK9-mediated RNA-II (S2/S5) phosphorylation was most prominent after co-treatment. To validate the hypothesis that EGFR inhibition is critical for the synergistic interaction between EGFR-TKIs and PHA-767491, an EGFR-negative triple-negative cell line, SUM185PE (Additional file 4: Figure S2a), was treated with this combination. Neither AKT nor ERK1/2 was activated in response to stimulation with EGF, confirming EGF-mediated signalling is redundant in SUM185PE (Additional file 4: Figure S2b). As expected, lapatinib and PHA-767491 did not synergise in EGFR-negative SUM185PE cells (Additional file 4: Figure S2c).

**Fig. 3:**
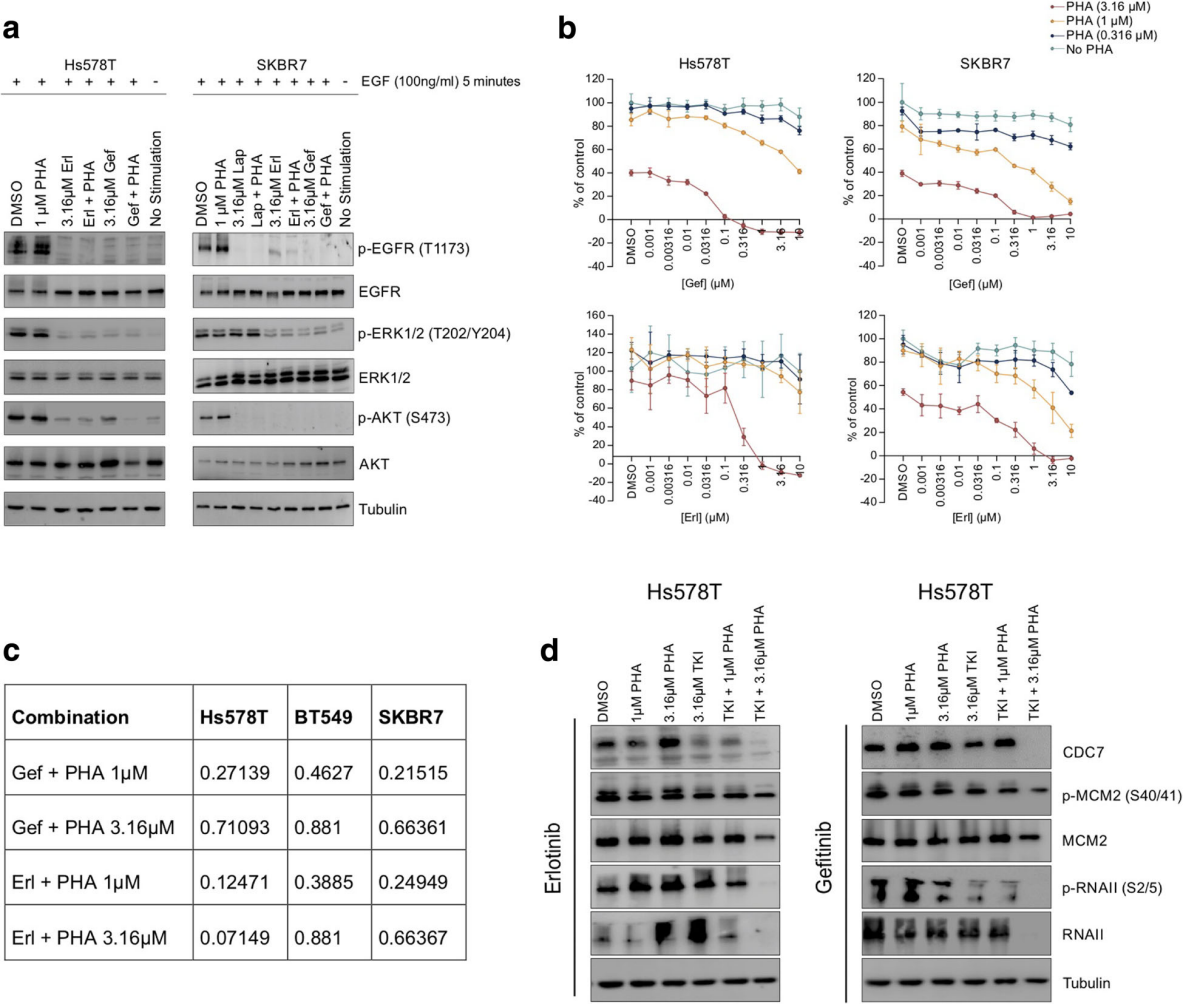
Selective EGFR-TKIs erlotinib and gefitinib also synergise with PHA-767491 in TNBC. **a** Inhibitory impact of erlotinib and gefitinib on EGFR-mediated signal transduction in Hs578T and SKBR7 cells. **b** Dose response of Hs578T and SKBR7 cells to gefitinib or erlotinib (0.0316–3.16 μM) combined with 0.316, 1 or 3.16 μM PHA-767491. Data shown as mean ± standard deviation. Each graph shows one representative of two independent experiments performed in triplicate. Combination indices (CI) of gefitinib (3.16 μM) or erlotinib (3.16 μM) with PHA-767491 (1 μM or 3.16 μM) in Hs578T, BT549 and SKBR7 cells. **d** Initiation of DNA replication and productive transcriptional elongation in Hs578T cells treated with erlotinib or gefitinib and/or PHA-767491 as indicated, for 48 h. TKI refers to either erlotinib or gefitinib at 3.16 μM

### Dual treatment of TNBC cells with EGFR-TKIs and PHA-767491 induces G2/M cell cycle arrest and apoptosis

Whilst PHA-767491 at 3.16 μM inhibits cdc7 and phosphorylation of MCM2 and RNA polymerase II, parallel inhibition of EGFR was necessary for eliciting a similar effect on cell cycle components. Decreased levels of CDK4, Cyclin D1 and phosphorylated pRb were observed 48 h post-exposure to co-treatment (Fig. 4a), suggesting concomitant inhibition of EGFR, cdc7 and CDK9 obstructs cell cycle progression in TNBC cells. Flow cytometric analysis confirmed that G2-M cell cycle arrest occurred only when lapatinib, erlotinib or gefitinib was combined with 3.16 μM PHA-767491 in Hs578T and SKBR7 cells (Fig. 4b; Additional file 5: Figure S3a). Accordingly, Annexin-V staining indicated that monotherapies failed to induce appreciable levels of apoptosis in lapatinib-resistant TNBC cells, whilst combination treatments enhanced apoptosis (Fig. 4c; Additional file 5: Figure S3b). Subsequently, RNAi-mediated silencing of cdc7 and CDK9 was used to dissect their respective contributions to the observed synergy. siCdc7 and siCDK9 in combination with lapatinib significantly reduced SKBR7 proliferation compared to knockdown alone, though no sensitisation was seen in Hs578T or BT549 cells (Additional file 6: Figure S4a-b). siCdc7 or siCDK9 reduced cdc7 or CDK9 expression as well as reduced levels of MCM2 (S40/41) phosphorylation (Additional file 6: Figure S4c). However, neither cdc7 nor CDK9 knockdown alone in combination with lapatinib fully recapitulated the impact of combined lapatinib and PHA-767491 treatment on signal transduction. Whilst MCM2 activation was inhibited by cdc7 knockdown, minimal inhibition of RNAII (S2/5) phosphorylation was observed after CDK9 knockdown and CDK4 levels remained constant for both cdc7- and CDK9-depleted cells following lapatinib treatment (Additional file 6: Figure S4c). Nevertheless, also knockdown of the main off-targets of PHA-767491 did not synergise with lapatinib (Additional file 6: Figure S4d). As the biological effect of knockdown (e.g. depletion of protein) and inhibition (inhibition of activity of protein) differs, we additionally tested the highly selective cdc7 inhibitor, TAK-931, and CDK9 inhibitor, BAY-1143572 together with lapatinib. Whilst low concentrations of these compounds (0.316 μM and 0.1 μM resp.) had limited effect on proliferation, nor upon addition of lapatinib (3.16 μM), simultaneous treatment with these cdc7, CDK9 and EGFR inhibitors strongly affected TNBC cell proliferation (Additional file 6: Figure S4e). Nevertheless, these effects were less pronounced than the combination of PHA-767491 with lapatinib, suggesting that possibly the broad spectrum kinase inhibitor activity of PHA-767491 contributes to the strong synergistic effect.

**Fig. 4:**
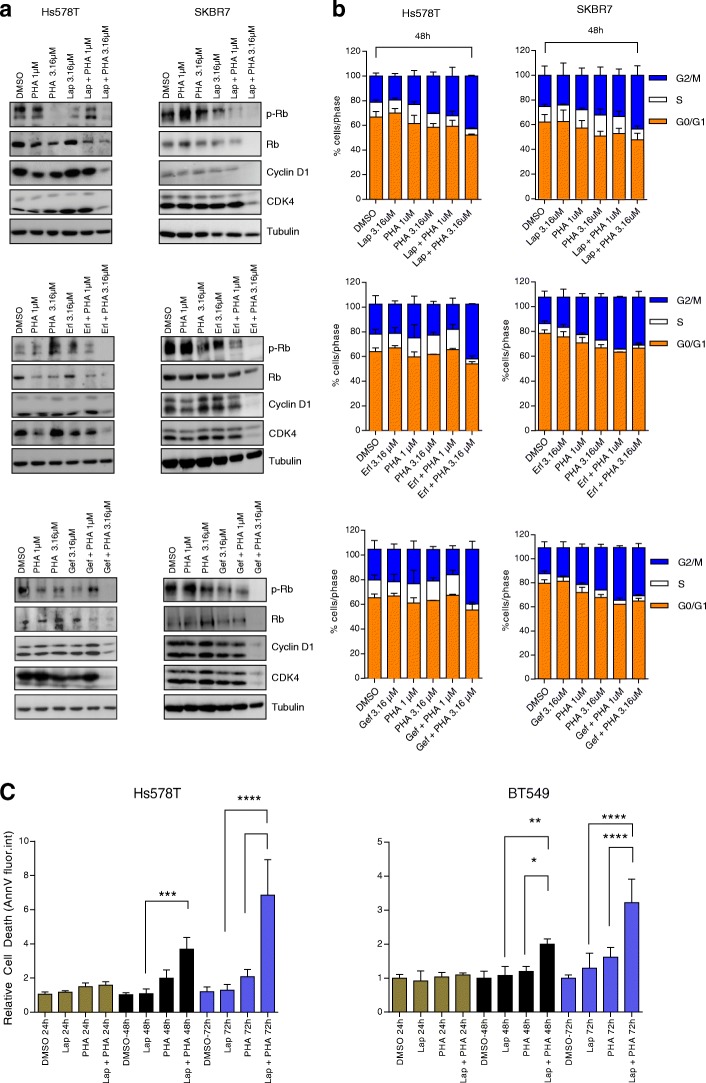
EGFR-TKIs and PHA-767491 synergise to induce G2/M cell cycle arrest and apoptosis. **a** Inhibition of cell cycle components by co-treatment with EGFR-TKIs (lapatinib, erlotinib or gefitinib) and PHA-767491. Hs578T and SKBR7 cells were treated with EGFR-TKI alone (3.16 μM) or combined with PHA-767491 (1 μM or 3.16 μM) for 48 h as indicated. **b** Cell cycle distribution of Hs578T and SKBR7 cells after 48-h treatment with EGFR-TKIs (3.16 μM) alone or combined with PHA-767491 (1 μM or 3.16 μM), as indicated. Data shown as mean of two independent experiments ± standard deviation. **c** Induction of apoptosis by EGFR-TKI and PHA-767491 co-treatment. Hs578T and BT549 cells were treated with lapatinib (3.16 μM), PHA-767491 (3.16 μM), alone or combined, as indicated, for 24 h, 48 h or 72 h, respectively, and then stained with Annexin-V and Hoechst, followed by imaging and image quantification. Data shown as mean ± standard deviation of two independent experiments. Relative cell death was quantified by normalising the intensity of Annexin-V signal to that of DMSO control. One-way ANOVA ****P ≤ 0.0001, ***P ≤ 0.001, **P ≤ 0.01, *P ≤ 0.05

### Expression of cdc7 and RNAII (POLR2A) is linked to poor prognosis in breast cancer

Next, in relation to an in-house cohort of lymph node-negative, non-(neo) adjuvantly treated 123 oestrogen receptor-negative (ER-neg) breast cancer patients, high expression of cdc7 was significantly associated with a poor metastasis-free survival (MFS) (Fig. 5a). Interestingly, high expression of POLR2A (RNA-II), the essential downstream target of CDK9, was also significantly associated with a poor metastasis-free survival in this patient group (Fig. 5b), though CDK9 expression level was not.

**Fig. 5:**
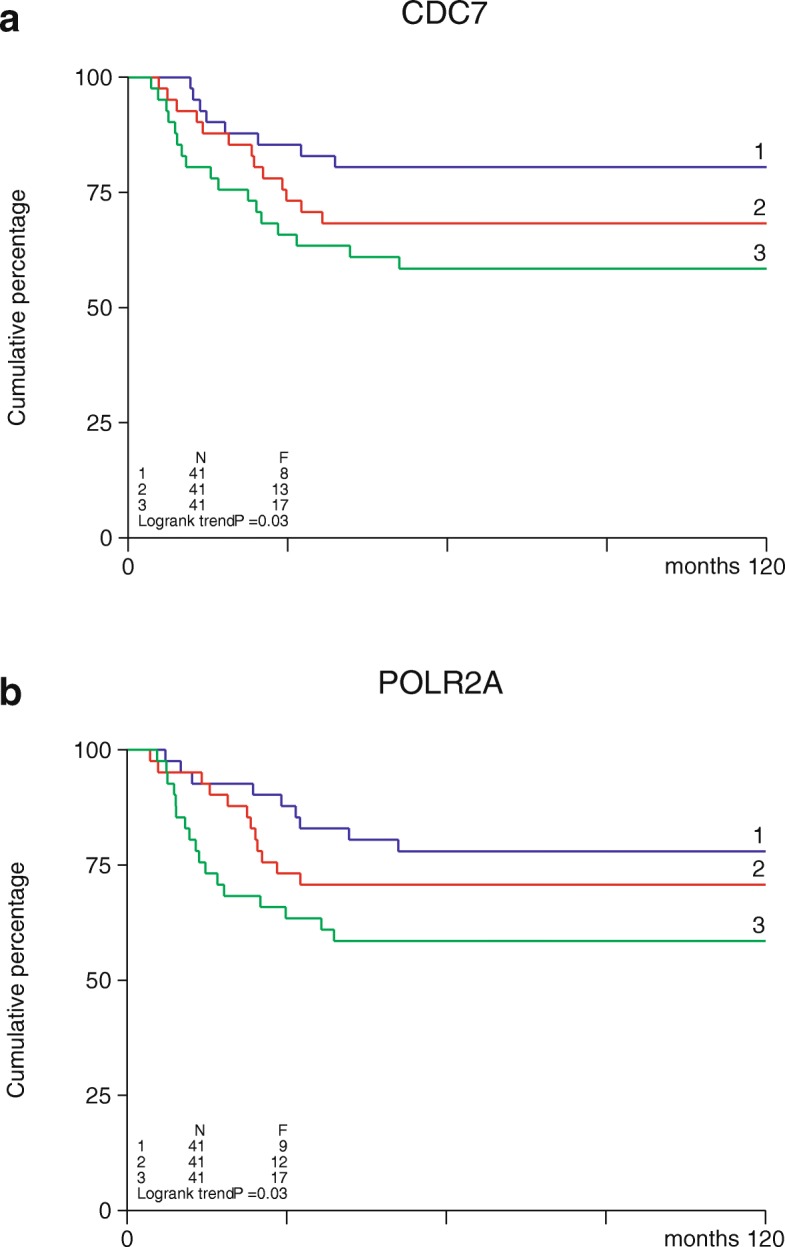
Expression of cdc7 and RNAII (POLR2A) is linked to poor prognosis in breast cancer patients. Metastasis-free survival curves illustrating the relationship between expression of cdc7 or RNAII (POLR2A) and prognosis in ER-negative breast cancer patients. Curves derived from gene expression and available survival data for 123 lymph node-negative, non-neoadjuvantly treated, ER-negative breast cancer patients at Erasmus MC Rotterdam. N = the number of patients in the group. F = the number of patients who relapsed (distant metastasis)

### Co-treatment of TNBC cells with lapatinib and PHA-767491 inhibits crucial signalling networks and the expression of genes linked to poor survival in TNBC

To investigate how combined EGFR-TKI and PHA-767491 treatment distorts the global transcriptional signature of TNBC cells, we performed RNA sequencing in Hs578T and SKBR7 cells treated with monotherapies or combination therapy (Fig. 6a). 

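Hs578T and SKBR7 are established triple-negative breast cancer cell lines. In each of the 2 lines, 3 libraries came from cells given DMSO (0.1%), 3 from cells given lapatinib (3.16 μM), 3 from cells given PHA-767491 (1 μM) and 3 from cells given both drugs. All were taken after 6 h, which makes 24 libraries. The labels and the methods call the replicates triplicates, so p-values measure only the spread between these samples. The authors counted read pairs per gene on GRCh38 and deposited log2 values after TMM scaling and quantile normalisation, with no value where a library lists none. The deposited table holds 36481 genes. Numbers of reads are not given, so depth is known only as the number of genes a library lists, 9967 to 23320 (median 21735).

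Hs578T DMSO replicate I listed 9967 genes, Hs578T DMSO replicate II 17137 and Hs578T PHA-767491 replicate I 18090. SKBR7 lapatinib replicate II listed 18021 and SKBR7 co-treatment replicate I 16232, while the other 19 libraries listed 20287 to 23320. Over the 8917 genes listed in all 24 libraries, the median log2 value of a library was higher where more genes were listed. Pearson's r was 0.95 and Spearman's correlation 0.94, each with p = 1e-05 in a two-sided permutation test, the smallest that 100000 permutations can give. Pearson's r was 0.98 without the 2 libraries farthest from the median number of listed genes, 0.97 within Hs578T and 0.99 within SKBR7. Quantile normalisation gave each library nearly the same quartiles over the genes it lists, so such a correlation follows largely from the processing. The p-values are therefore no separate evidence. A set of 90 genes was chosen as listed in all SKBR7 libraries and in at most 2 of the Hs578T libraries, in both cases among libraries not in doubt. Hs578T DMSO replicate II and PHA-767491 replicate III, which had no part in that choice, listed all 90. Counts are therefore also given without these 6 libraries in doubt, with the others ranked anew over the 12200 genes listed in all libraries but Hs578T DMSO replicate I, a choice made after the data were seen. That leaves 1 Hs578T library each of DMSO and PHA-767491, which is assumed to vary like the other groups.

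Within a line, limma with a variance trend compared the 4 groups over genes listed in at least 3 of the 12 libraries. Two-sided p-values were adjusted by the Benjamini-Hochberg method at 0.05, and differences are given on the log2 scale. The 32 gene lists were set before the data were examined. So was the comparison of co-treatment with lapatinib in only the 6 libraries of these groups, as an alternative to all 12. Tests of the lists in those 6 libraries had not been planned. Unless another comparison is named, changes of genes and lists in Hs578T are against lapatinib in those 6 libraries. They do not separate co-treatment from PHA-767491 alone. In SKBR7 they are against lapatinib with all 12 libraries. A list was compared with all other genes by camera with a preset correlation of 0.01 between genes and again with an estimated correlation. No list that camera called in the comparisons of co-treatment with a monotherapy passed with an estimated correlation. The fits of the 2 lines differ in power. In simulated tables, 58% and 86% of genes changed by 1 and 2 were recovered against lapatinib in the 6 Hs578T libraries. In SKBR7 with 12 libraries 13% and 36% were. A higher count of passing genes in Hs578T than in SKBR7 therefore does not by itself show a difference between the lines. Each gene said to rise or fall against a monotherapy had all 3 co-treated libraries on 1 side of all 3 libraries of that monotherapy.

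**Figure D1:**
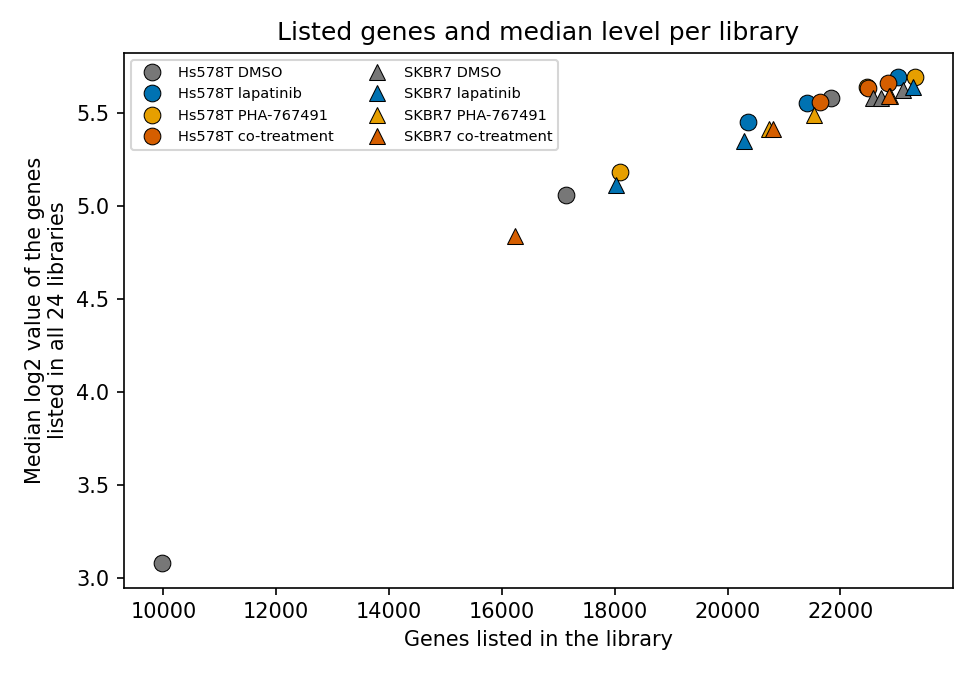
Number of listed genes per library, and the median log2 value over the 8917 genes listed in all 24 libraries, by cell line and treatment.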

We identified 2614 genes upregulated by co-treatment in Hs578T cells, with 243 genes being upregulated in SKBR7 cells under the same conditions (Fig. 6b). 

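RBM15 (ENSG00000162775.14, chromosome 1, 110338506 to 110346681), which encodes an RNA-binding protein of the RNA methylation machinery, rose in both lines. In SKBR7 its log2 value was 6.64 ± 0.43 (SD, n = 3) in co-treatment, 3.66 ± 0.28 (SD, n = 3) in lapatinib and 4.24 ± 0.28 (SD, n = 3) in PHA-767491. It rose by 2.97 against lapatinib (standard error 0.34, adjusted p = 2.00e-04 from limma) and by 2.40 against PHA-767491 (standard error 0.34, adjusted p = 0.00233). TNFRSF10D (ENSG00000173530.5, chromosome 8, 23135588 to 23164030), a decoy receptor that blunts TRAIL-induced death, rose by 2.56 (adjusted p = 2.72e-05) and by 1.48 (adjusted p = 0.00752). Its rise against PHA-767491 did not pass without PHA-767491 replicate I, II or III (adjusted p = 0.0602, 0.0553 and 0.0601). The long non-coding RNA LINC01137 (ENSG00000233621.1, chromosome 1, 37454879 to 37474411) rose by 1.62 and 1.31. Its second rise did not pass without PHA-767491 replicate I, II or III, DMSO replicate III or co-treatment replicate II (adjusted p = 0.125, 0.166, 0.136, 0.0518 and 0.115). CDKN1A (ENSG00000124762.13, chromosome 6, 36676460 to 36687339), which encodes a cyclin-dependent kinase inhibitor, rose by 0.81 and 0.98. The first did not pass without co-treatment replicate II (adjusted p = 0.0656) or with each library centred on its median (0.98, adjusted p = 0.0586), nor the second without PHA-767491 replicate II (adjusted p = 0.0553). In Hs578T CDKN1A went the other way and fell against lapatinib (adjusted p = 7.82e-11 from limma in 6 libraries).

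These 4 genes were all that passed limma as higher than in both monotherapies in SKBR7, where 36 genes rose against lapatinib and 4 against PHA-767491. Among the 36 are SMAD3 (ENSG00000166949.15, chromosome 15, 67063763 to 67195195), an effector of TGF-β, at 1.00, and FOSL1 (ENSG00000175592.8, chromosome 11, 65892049 to 65900573), a subunit of the transcription factor AP-1, at 1.16 (adjusted p = 0.00874, 0.0656 without co-treatment replicate II). The count of 4 was 1559 without the libraries in doubt and with the others ranked anew. It was 31 without SKBR7 lapatinib replicate II, 2, 1 and 2 without PHA-767491 replicate I, II or III, and 2 without co-treatment replicate II. Without the variance trend it was 0, and of the SKBR7 differences from a monotherapy named here only RBM15 and TNFRSF10D against lapatinib still passed.

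In Hs578T, 3999 of 21814 genes rose in co-treatment against lapatinib in the 6 libraries of these groups. RBM15 rose by 2.27 (standard error 0.17, adjusted p = 6.30e-39) and FOSL1 by 0.81 (standard error 0.09, adjusted p = 7.67e-16), and both had an adjusted p of 0.992 with all 12 libraries. Many genes of protein synthesis and respiration rose, in a comparison where the log2 change fell with mRNA length (Spearman's correlation -0.3). Of 83 ribosomal protein genes, 53 rose and 1 fell (60 and 1 adjusted over the list alone), with a median of 0.26. Camera gave adjusted p = 4.26e-07, and adjusted p = 0.82 with an estimated correlation. All 13 mitochondrially encoded mRNAs rose (13 adjusted over the list alone), with a median of 0.46 and camera at adjusted p = 1.86e-08, adjusted p = 0.565 with an estimated correlation. In SKBR7, 0 members of these lists passed limma against lapatinib (0 adjusted over the list alone), with medians of 0.17 and 1.32. The median of all genes was itself 0.18 higher against lapatinib in Hs578T, and in SKBR7 it was -0.08 against lapatinib, -0.28 against PHA-767491 and -0.46 against DMSO. With all 12 Hs578T libraries, limma called 0 of 22846 genes against lapatinib (948 at an unadjusted p under 0.05) and 0 of 23003 against PHA-767491 (1233 at an unadjusted p under 0.05). Without the libraries in doubt and ranked anew, 1653 genes were higher than in both monotherapies in Hs578T.

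At a log2 difference of at least 0.5 from both monotherapies, which is not a test of spread, 2615 genes in Hs578T and 244 in SKBR7 were higher. Without the libraries in doubt and with the others ranked anew, the counts were 1755 and 1134. The Hs578T count was 1491 without PHA-767491 replicate I. The SKBR7 count was 1145 without co-treatment replicate I, 111 without co-treatment replicate III and 388 without PHA-767491 replicate II.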

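HSPA8 (ENSG00000109971.13, chromosome 11, 123057489 to 123063230), which encodes a constitutive heat shock chaperone, had a log2 value of 9.87 ± 0.01 (SD, n = 3) in co-treated Hs578T cells and 11.64 ± 0.05 (SD, n = 3) under lapatinib. It fell by 1.76 (standard error 0.08, adjusted p = 5.60e-103 from limma in 6 libraries, 0.776 with all 12). In SKBR7 it fell by 1.00 against lapatinib (adjusted p = 2.72e-05) and by 0.94 against PHA-767491 (adjusted p = 7.66e-05). With each library centred on its median these differences were -0.84 and -0.54 and did not pass (adjusted p = 0.265 and 0.526). SLC38A2 (ENSG00000134294.13, chromosome 12, 46358189 to 46372867), an amino acid transporter, fell against lapatinib by 1.88 in Hs578T (standard error 0.10, adjusted p = 4.14e-77) and by 1.84 in SKBR7 (standard error 0.30, adjusted p = 0.00422). IL11 (ENSG00000095752.6, chromosome 19, 55364389 to 55370463), a cytokine, fell by 2.66 in Hs578T (standard error 0.37, adjusted p = 2.26e-11) and by 3.92 in SKBR7 (standard error 0.64, adjusted p = 0.00419). Its log2 value in co-treated SKBR7 cells was 2.18 ± 2.16 (SD, n = 3). NABP1 (ENSG00000173559.12, chromosome 2, 191678068 to 191696659), a binder of single-stranded DNA in repair, fell by 2.11 in Hs578T (adjusted p = 1.38e-29). In SKBR7 it differed by -3.04 from each monotherapy, without passing (adjusted p = 0.113 and 0.162), and by -1.43 from each without co-treatment replicate I.

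Over all genes, 2405 of 21814 fell against lapatinib in the 6 Hs578T libraries. In SKBR7, 125 genes fell against lapatinib and 92 against PHA-767491, and 57 were lower than in both. Those 57 were 1932 without the libraries in doubt and ranked anew and 0 without the variance trend. They were 356 without lapatinib replicate II, 33 without lapatinib replicate III, 178 without co-treatment replicate III and 33 and 35 without co-treatment replicate I or II. They were 31 without DMSO replicate III, and 22, 11 and 19 without PHA-767491 replicate I, II or III. Against DMSO, 15 genes in SKBR7 rose and 324 fell. In Hs578T limma called 0 of 21228 genes against DMSO (4632 at an unadjusted p under 0.05), 516 without DMSO replicate I and 6639 without DMSO replicate III.

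At a log2 difference of at least 0.5 below both monotherapies, 1385 genes were lower in Hs578T and 2756 in SKBR7. The counts were 1888 and 1378 without the libraries in doubt and with the others ranked anew. The SKBR7 count was 685 without co-treatment replicate I, 4496 without co-treatment replicate III and 4136 without lapatinib replicate II.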

1387 and 2747 genes were downregulated in co-treated Hs578T and SKBR7 cells, respectively (Fig. 6b). Amongst these genes, 141 up- and 704 downregulated genes (845 transcripts) were commonly responsive to co-treatment in both Hs578T and SKBR7 cells (Fig. 6c). 

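Of the genes named so far, RBM15 and FOSL1 were above both monotherapies by at least 0.5 in both lines, and HSPA8, SLC38A2, IL11 and NABP1 were below. The zinc finger genes named ZNF, most of which encode DNA-binding repressors, made up 28 of the genes higher in both lines. Of these 363 genes, 4.2 were expected by chance (two-sided Fisher's exact test, adjusted p = 3.30e-14). They made up 16 of the genes lower in both lines, where 20.9 were expected (adjusted p = 0.647 from Fisher's exact test). With every library ranked anew, 46 were higher where 13.9 were expected (Fisher's exact test, adjusted p = 2.10e-11). Across the whole list the members moved apart. Against lapatinib, 96 of 464 rose and 35 fell in the 6 Hs578T libraries (96 and 35 adjusted over the list alone), with a median of 0.18, equal to that of all genes. In SKBR7, 1 of 478 rose (0 adjusted over the list alone), with a median of 0.15 and camera at adjusted p = 6.39e-04, adjusted p = 0.977 with an estimated correlation. Against PHA-767491 in SKBR7, 0 of 482 passed limma and the median was -0.30, while camera placed the list above other genes (adjusted p = 0.0178, adjusted p = 0.976 with an estimated correlation).

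Among 12200 genes, 142 were higher in both lines, where 52.3 were expected if the lines were independent (one-sided Fisher's exact test, p = 1.95e-36). There were 703 lower in both, where 312.9 were expected (one-sided Fisher's exact test, p = 1.32e-133), although genes are not independent replicates. A further 258 were higher in Hs578T and lower in SKBR7, and 5 the other way round. Without the libraries in doubt and with the others ranked anew, 504 were higher and 685 lower in both lines. Without SKBR7 co-treatment replicate I the counts were 644 and 293, and without SKBR7 co-treatment replicate III 65 were higher. No gene passed limma against both monotherapies in both lines, since 0 passed in Hs578T with all 12 libraries. That fit recovered 0% and 4% of genes changed by 1 and 2 in simulated Hs578T tables against lapatinib. The absence of genes passing in both lines therefore says nothing for or against the overlap.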

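EGFR (ENSG00000146648.15, chromosome 7, 55019021 to 55256620), the receptor that lapatinib inhibits, fell in co-treatment in both lines. Its log2 value in Hs578T was 6.80 ± 0.14 (SD, n = 3), against 8.23 ± 0.33 (SD, n = 3) under lapatinib. It fell by 1.43 (standard error 0.10, adjusted p = 1.90e-42 from limma in 6 libraries, 0.884 with all 12). In SKBR7 it fell by 1.30 against lapatinib (standard error 0.17, adjusted p = 7.35e-04) and by 1.62 against PHA-767491 (standard error 0.17, adjusted p = 1.97e-04). With each library centred on its median the SKBR7 differences were -1.14 and -1.23 and still passed. EGFR was the only member of the ERBB receptors and ligands to pass, of 9 measured in Hs578T and 11 in SKBR7 (1 in each line adjusted over the list alone). RPTOR (ENSG00000141564.13, chromosome 17, 80544819 to 80966371), the scaffold of the growth-controlling kinase complex mTORC1, fell by 1.14 in Hs578T (adjusted p = 1.05e-18). In SKBR7 it fell by 1.83 against lapatinib (adjusted p = 0.0159, 0.0696 without lapatinib replicate III). It fell by 1.76 against PHA-767491 (adjusted p = 0.0275), not passing without PHA-767491 replicate I, II or III (adjusted p = 0.131, 0.174 and 0.136), DMSO replicate III (adjusted p = 0.0579) or co-treatment replicate I (-1.24, adjusted p = 0.0641). In the insulin and PI3K-AKT-mTOR list, 10 of 22 genes fell and 2 rose in Hs578T against lapatinib (11 and 4 adjusted over the list alone), with a median of -0.37. The list was below other genes by camera (adjusted p = 8.54e-04, adjusted p = 0.82 with an estimated correlation). RPTOR alone of 23 passed in SKBR7 (1 adjusted over the list alone), also with a median of -0.37.

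In the TGF-β and BMP list, 6 of 20 genes fell and 2 rose in Hs578T (6 and 2 adjusted over the list alone), with a median of -0.05. Its camera test gave adjusted p = 0.0159 (adjusted p = 0.82 with an estimated correlation). CTGF (ENSG00000118523.5, chromosome 6, 131948176 to 131951373), a matrix protein induced by TGF-β, fell by 1.67 (adjusted p = 2.10e-36), and SMAD6 (ENSG00000137834.14, chromosome 15, 66702228 to 66782848), an inhibitor of BMP signalling, by 2.33 (adjusted p = 2.32e-04). In SKBR7, 0 of 20 passed limma against either monotherapy (1 lower against lapatinib adjusted over the list alone), and CTGF differed by -0.78 (adjusted p = 0.424). Of the pluripotency list, 10 of 22 genes fell and 1 rose in Hs578T (11 and 2 adjusted over the list alone), with a median of -0.21. Camera gave adjusted p = 7.39e-04, and adjusted p = 0.82 with an estimated correlation. In SKBR7, 0 of its 22 genes passed limma (0 adjusted over the list alone), with medians of -0.12 against lapatinib and -0.57 against PHA-767491.

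Of the VEGF and angiogenesis list, 4 of 14 fell and 2 rose in Hs578T (4 and 2 adjusted over the list alone), with a median of -0.28. The list was below other genes by camera (adjusted p = 0.0492, adjusted p = 0.82 with an estimated correlation). ANGPTL4 (ENSG00000167772.11, chromosome 19, 8363289 to 8374373), a secreted regulator of vessels, fell by 1.95 (adjusted p = 0.00221). In SKBR7, 0 of the 14 passed limma (0 adjusted over the list alone).

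Few members of these lists were below both monotherapies by at least 0.5 in both lines. There were 1 of 6 ERBB genes (0.3 expected), 2 of 21 insulin genes (1.2), 4 of 20 TGF-β genes (1.2), 1 of 11 angiogenesis genes (0.6) and 4 of 22 pluripotency genes (1.3). None passed Fisher's exact test (two-sided, adjusted p from 0.135 to 0.808).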

Integrated pathway analysis of these 845 synergy-related genes revealed striking disturbance of pro-proliferative pathways mediated by growth factors such as TGF-β, EGF and insulin, as well as pathways governing angiogenesis, stem cell pluripotency and metastatic signalling (Fig. 6d). 

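Most genes of mitosis and cytokinesis fell against lapatinib in the 6 Hs578T libraries of these groups. KIF11 (ENSG00000138160.5, chromosome 10, 92593286 to 92655395), the kinesin that separates spindle poles, had a log2 value of 6.00 ± 0.07 (SD, n = 3) in co-treated Hs578T cells against 7.87 ± 0.14 (SD, n = 3) under lapatinib. It fell by 1.88 (standard error 0.11, adjusted p = 6.93e-62 from limma in 6 libraries, 0.824 with all 12). ESPL1 (ENSG00000135476.11, chromosome 12, 53268299 to 53293643), the protease that parts sister chromatids, fell by 1.18 (adjusted p = 1.13e-13), and BUB3 (ENSG00000154473.17, chromosome 10, 123154277 to 123170467), a spindle checkpoint protein, by 0.77 (adjusted p = 1.28e-14). Of 30 genes of G2/M, mitosis and cytokinesis, 27 fell and 0 rose in Hs578T (28 and 0 adjusted over the list alone), with a median of -0.80. Its camera test gave adjusted p = 2.88e-33 (adjusted p = 0.129 with an estimated correlation). In SKBR7, 1 of the 30 fell against lapatinib (7 fell and 1 rose adjusted over the list alone), with a median of -0.32 and camera at adjusted p = 0.00195, adjusted p = 0.977 with an estimated correlation. Against PHA-767491, 3 fell (12 adjusted over the list alone), with a median of -0.55 and camera at adjusted p = 1.68e-07, adjusted p = 0.896 with an estimated correlation. KIF11 was the 1 gene against lapatinib in SKBR7, at -0.85 (adjusted p = 0.0428). That call ended with median centring (-0.68, adjusted p = 0.148), with a replicate block (adjusted p = 0.0561), and without any 1 library other than lapatinib replicate II and co-treatment replicate III (adjusted p = 0.059 to 0.125). Against PHA-767491 in Hs578T, KIF11 did not pass limma in 16 of 17 alternatives set at the outset, and ESPL1 and BUB3 passed in none. Those fits recover few changes, so whether the Hs578T falls are particular to co-treatment stays open. Without the libraries in doubt and ranked anew, 28 of the 30 were lower than under lapatinib in Hs578T and 15 in SKBR7.

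In the DNA damage response list, 10 of 17 genes fell and 4 rose in Hs578T (10 and 4 adjusted over the list alone), with a median of -0.57. Camera gave adjusted p = 9.76e-04, and adjusted p = 0.723 with an estimated correlation. In SKBR7, 3 of 17 fell against lapatinib (7 fell and 1 rose adjusted over the list alone), with a median of -0.77 and camera at adjusted p = 1.22e-04, adjusted p = 0.977 with an estimated correlation. CLSPN (ENSG00000092853.13, chromosome 1, 35720218 to 35769967), which relays replication stress to the checkpoint kinase CHK1, fell by 1.49 in Hs578T (adjusted p = 8.11e-15). In SKBR7 it fell by 2.00 (adjusted p = 0.0433), a difference of -1.25 without co-treatment replicate I. The SKBR7 call held only without DMSO replicate I, lapatinib replicate II or co-treatment replicate I or III, and ended without any other library (adjusted p = 0.0535 to 0.104). RRM2 (ENSG00000171848.13, chromosome 2, 10122328 to 10131419), which makes deoxynucleotides for replication, fell by 1.14 in Hs578T (adjusted p = 2.53e-36). It fell in SKBR7 by 1.29 against lapatinib (adjusted p = 0.00787, 0.0537 without lapatinib replicate III and 0.0753 without co-treatment replicate I). GINS1 (ENSG00000101003.9, chromosome 20, 25407727 to 25452628), a subunit of the replicative helicase, fell by 1.18 in Hs578T (adjusted p = 2.52e-12). In the replication and G1/S lists, members went both ways in Hs578T. Of 26 replication genes 9 fell and 6 rose (9 and 6 adjusted over the list alone), and of 23 G1/S genes 9 fell and 6 rose (9 and 8 adjusted over the list alone). In SKBR7, 2 of 26 and 1 of 24 fell against lapatinib (2 of 26 adjusted over the list alone, and for G1/S 1 lower and 1 higher).

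MCL1 (ENSG00000143384.12, chromosome 1, 150574551 to 150579738), a short-lived inhibitor of apoptosis, fell by 0.97 in Hs578T (adjusted p = 6.81e-20) and differed by 0.09 in SKBR7 (adjusted p = 0.863). In Hs578T, 8 of 19 pro-apoptotic genes fell and 2 rose (8 and 3 adjusted over the list alone), with a median of -0.48. The list was below other genes by camera (adjusted p = 0.029, adjusted p = 0.82 with an estimated correlation). Of 10 anti-apoptotic genes 4 fell and 4 rose (4 and 4 adjusted over the list alone). In SKBR7, 1 of 20 pro-apoptotic genes fell and 1 of 10 anti-apoptotic genes rose against lapatinib (1 lower, and 1 higher with 1 lower, adjusted over the list alone).

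Among the genes below both monotherapies by at least 0.5 in both lines were 7 of the 30 mitotic genes, where 1.7 were expected by chance (two-sided Fisher's exact test, adjusted p = 0.0139). There were also 5 of the 17 DNA damage response genes, where 1.0 were expected (Fisher's exact test, adjusted p = 0.0173). With every library ranked anew these were 3 and 4, and neither passed Fisher's exact test (adjusted p = 0.792 and 0.128).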

More specifically, an enrichment of genes related to cell survival, viability and migration as well as RNA transcription, cytokinesis, mitosis and cell cycle progression was found amongst the genes commonly downregulated by co-treatment (Fig. 6e). Amongst the top biological networks downregulated as a result of combination therapy, cell survival, transcription and cell cycle progression were particularly prominent (Additional file 6: Figure S4). 

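Genes of the elongation complex P-TEFb, whose kinase CDK9 is a target of PHA-767491, went both ways. HEXIM1 (ENSG00000186834.3, chromosome 17, 45148502 to 45152101), which holds P-TEFb inactive, had a log2 value of 1.14 ± 0.33 (SD, n = 3) in co-treated Hs578T cells against 4.93 ± 0.06 (SD, n = 3) under lapatinib. It fell by 3.79 (standard error 0.32, adjusted p = 2.59e-29 from limma in 6 libraries, 0.906 with all 12). In SKBR7 it was at 2.79 ± 2.04 (SD, n = 3) against 6.58 ± 0.39 (SD, n = 3) and also fell by 3.79 (standard error 0.61, adjusted p = 0.00364). Against PHA-767491 it differed there by -2.49 without passing (adjusted p = 0.0891, 0.0189 to 0.468 over the alternatives). That difference was -1.32 without co-treatment replicate I and passed (adjusted p = 0.0418). MEPCE (ENSG00000146834.13, chromosome 7, 100428790 to 100434126), which caps the 7SK RNA of the same inactive complex, fell by 2.44 in Hs578T (adjusted p = 1.74e-73) and by 3.29 in SKBR7 (adjusted p = 2.68e-04). It fell in SKBR7 by 2.42 against PHA-767491 (adjusted p = 0.00752, 0.0553 without PHA-767491 replicate II). CCNT1 (ENSG00000129315.9, chromosome 12, 48688458 to 48716998), the cyclin of P-TEFb, rose by 1.43 in Hs578T (adjusted p = 2.38e-23) and by 1.47 in SKBR7 (adjusted p = 0.00672). CDK9 (ENSG00000136807.11, chromosome 9, 127785679 to 127790787) rose in Hs578T from 5.42 ± 0.21 (SD, n = 3) to 6.92 ± 0.13 (SD, n = 3) (adjusted p = 5.28e-30). It rose in SKBR7 by 1.21 (adjusted p = 0.0265), a call that ended without DMSO replicate II or III, lapatinib replicate I, PHA-767491 replicate I, II or III, or co-treatment replicate II (adjusted p = 0.0505 to 0.12). Against PHA-767491 in Hs578T, HEXIM1, CCNT1 and CDK9 passed limma in none of 17 alternatives set at the outset, and MEPCE did not in 16 of 17. CCNT1 there was at 6.46, 5.73 and 6.34 under PHA-767491 alone and 6.65, 6.32 and 6.60 in co-treatment. MEPCE was at 5.84, 6.29 and 6.26 under PHA-767491 alone and 4.74, 4.99 and 4.58 in co-treatment. CDK9 was at 5.75, 6.46 and 6.31 against 6.93, 7.05 and 6.79. The libraries thus did not overlap for MEPCE and CDK9, but did for HEXIM1 and CCNT1. PHA-767491 replicates I and III are in doubt, and the fit with 12 Hs578T libraries recovered few simulated changes against lapatinib or DMSO. Whether these Hs578T changes are particular to co-treatment therefore stays open.

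Of the 23 genes of this list, 9 rose and 6 fell in Hs578T (9 and 9 adjusted over the list alone). Against lapatinib in SKBR7 3 rose, namely CCNT1, CDK9 and a second P-TEFb cyclin, CCNT2 (ENSG00000082258.12, chromosome 2, 134918235 to 134959342), which was picked out after its values were seen, and HEXIM1 and MEPCE fell (3 and 4 adjusted over the list alone). The SKBR7 median was -0.15. By at least 0.5 in both lines, 5 of the 23 were below both monotherapies, where 1.3 were expected, and 2 above, where 0.3 were expected (two-sided Fisher's exact test, adjusted p = 0.0566 and 0.464). Among 11 RNA polymerase II subunits, 6 rose and 3 fell in Hs578T (6 and 3 adjusted over the list alone). Their median was 0.38, while camera placed the list below other genes without passing (adjusted p = 0.867). POLR2A (ENSG00000181222.14, chromosome 17, 7484366 to 7514618), the catalytic subunit, fell by 1.06 in Hs578T (adjusted p = 9.36e-23) and by 1.69 against lapatinib in SKBR7 (adjusted p = 0.00163). It alone of 11 passed in SKBR7 (1 adjusted over the list alone), and against PHA-767491 it differed by -1.10 (adjusted p = 0.0577, -0.73 without co-treatment replicate I).

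**Figure D2:**
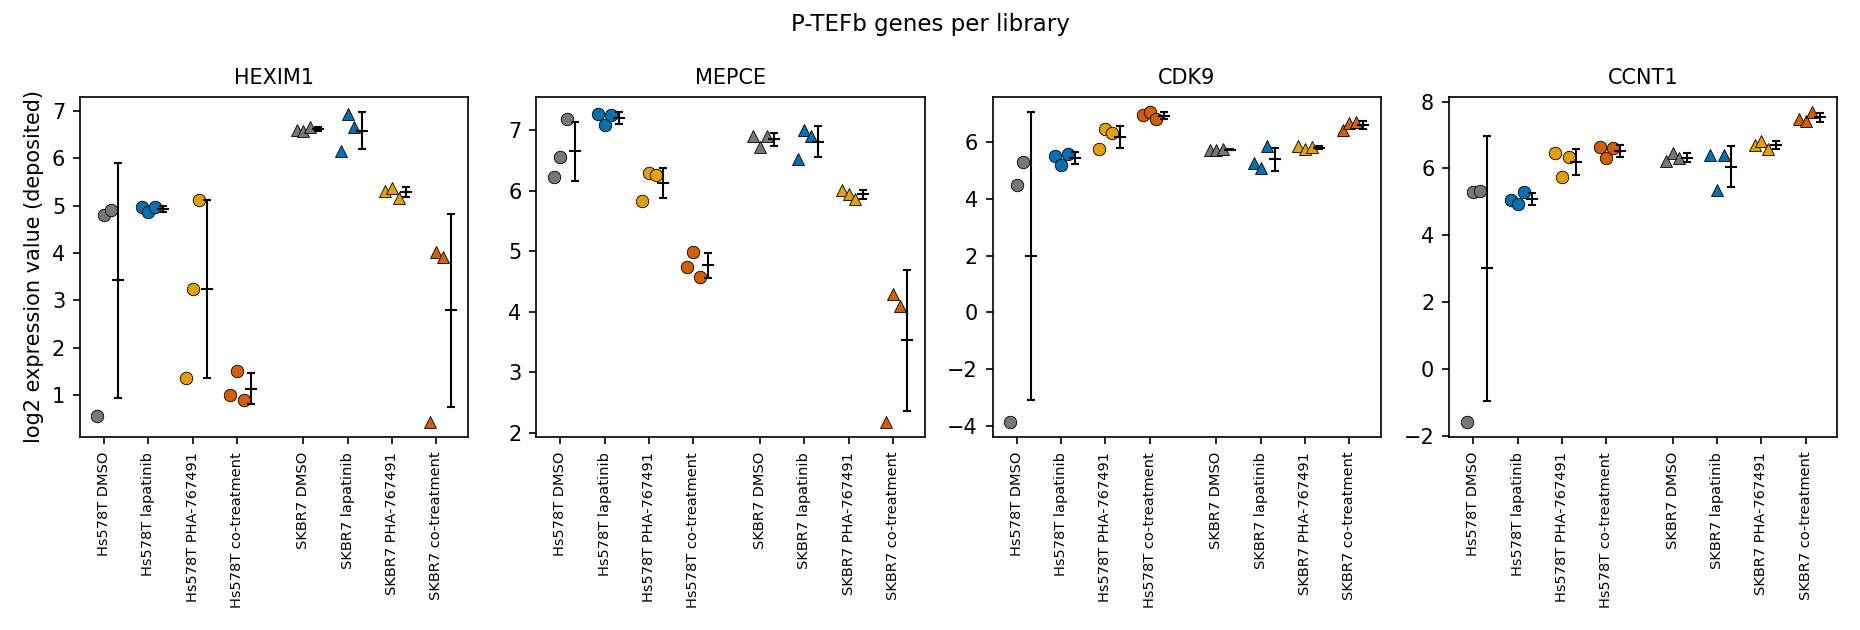
Log2 values of HEXIM1, MEPCE, CDK9 and CCNT1 in each library by cell line and treatment.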

Thirty-four (2 up- and 32 downregulated) genes out of the 845 lapatinib and PHA-767491 co-targeted genes were significantly correlated with metastasis-free survival (MFS) in 142 lymph node-negative, non-neoadjuvantly treated TNBC patients, including LMBR1L, APAF1, DDX3X and GCNT3, with hazard ratios > 2 (Fig. 7a and Additional file 7: Table S3). These 34 clinically relevant genes were present in the main biological networks of apoptosis, transcription and proliferation (Fig. 7b), in which MITF, HOXC6 and ROCK2 were all involved. 

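DDX3X (ENSG00000215301.9, chromosome X, 41333348 to 41364472), an RNA helicase of translation, was lower in co-treatment than in both monotherapies in SKBR7. It fell there by 1.30 against lapatinib (standard error 0.18, adjusted p = 9.95e-04 from limma) and by 1.35 against PHA-767491 (standard error 0.18, adjusted p = 0.00169). The second difference was -0.95 with median centring and did not pass (adjusted p = 0.104). In Hs578T it fell by 1.40 against lapatinib (standard error 0.10, adjusted p = 3.12e-40 in 6 libraries, 0.927 with all 12). APAF1 (ENSG00000120868.13, chromosome 12, 98645141 to 98735433), the core of the apoptosome, fell by 2.46 in Hs578T (adjusted p = 3.84e-13), from 4.32 ± 0.43 (SD, n = 3) to 1.86 ± 0.51 (SD, n = 3). It differed by -1.57 in SKBR7 (adjusted p = 0.213), or -0.74 without co-treatment replicate I. LMBR1L (ENSG00000139636.15, chromosome 12, 49096551 to 49110900), a receptor in lymphocyte signalling, fell by 1.11 in Hs578T (adjusted p = 8.56e-04) and differed by -1.19 in SKBR7 (adjusted p = 0.515, -0.51 without co-treatment replicate I). GCNT3 (ENSG00000140297.12, chromosome 15, 59594875 to 59640239), an enzyme of mucin glycans, differed by -0.60 in Hs578T (adjusted p = 0.365) and -0.81 in SKBR7 (adjusted p = 0.634). The first was -0.92, -0.33 and -0.35 without lapatinib replicate II, lapatinib replicate III or co-treatment replicate III. The second was 0.12, -1.28 and -1.27 without co-treatment replicate I, II or III.

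Of the 34 genes, 29 fell and 2 rose against lapatinib in Hs578T (30 and 2 adjusted over the list alone), with a median of -1.09. In SKBR7, 3 fell against lapatinib (20 fell and 2 rose adjusted over the list alone), with a median of -0.90, and 4 against PHA-767491 (18 adjusted over the list alone), with a median of -1.06. MOCS3 (ENSG00000124217.4, chromosome 20, 50958826 to 50963931), an enzyme of cofactor synthesis, rose by 1.01 in Hs578T (adjusted p = 3.48e-05). Camera gave adjusted p = 4.88e-26 in Hs578T and 7.87e-11 in SKBR7 against lapatinib, and adjusted p = 0.398 and 0.977 with an estimated correlation. The study chose this list from genes with a log2 difference of 0.5 in the same libraries, so these counts and p-values are not independent evidence. By the rule of at least 0.5 from both monotherapies in both lines, 32 are lower and 2 higher. These were 17 and 1 without the libraries in doubt and ranked anew, and 14 and 2 without SKBR7 co-treatment replicate I.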

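ROCK2 (ENSG00000134318.13, chromosome 2, 11179761 to 11348330), a kinase of the actin cytoskeleton, fell in Hs578T from 6.47 ± 0.10 (SD, n = 3) under lapatinib to 4.63 ± 0.09 (SD, n = 3) in co-treatment. This is a fall by 1.83 (standard error 0.14, adjusted p = 5.33e-34 from limma in 6 libraries, 0.906 with all 12). In SKBR7 it fell by 1.21 against PHA-767491 (standard error 0.20, adjusted p = 0.00842, 0.0731 and 0.12 without PHA-767491 replicate I or II). It fell by 0.92 against lapatinib (adjusted p = 0.0382), a call that ended with a replicate block (adjusted p = 0.0567) and without any 1 library other than lapatinib replicate II and co-treatment replicate III (adjusted p = 0.059 to 0.123). With median centring neither SKBR7 difference passed (-0.81 and -0.75, adjusted p = 0.151 and 0.105). HOXC6 (ENSG00000197757.7, chromosome 12, 53990624 to 54030823), a homeobox transcription factor, fell by 1.51 in Hs578T (standard error 0.25, adjusted p = 6.24e-08). It differed by -1.64 in SKBR7 (adjusted p = 0.597), where its log2 value was -0.63 ± 2.56 (SD, n = 3) in co-treatment. That difference was -0.16, -2.48 and -0.90 without co-treatment replicate I, lapatinib replicate II or lapatinib replicate III. MITF (ENSG00000187098.14, chromosome 3, 69739435 to 69968337), a transcription factor of the melanocyte lineage, was near the lower end of the values in Hs578T. It was at -0.26 ± 0.20 (SD, n = 3) in co-treatment against 1.12 ± 0.21 (SD, n = 3) under lapatinib and differed by -1.39 without passing (standard error 0.74, adjusted p = 0.157). In SKBR7 it was at 2.62 ± 1.60 (SD, n = 3) and differed by -1.14 against lapatinib (adjusted p = 0.542) and -1.07 against PHA-767491 (adjusted p = 0.599). These were -0.22 and -0.15 without co-treatment replicate I, and the first was -1.82 without lapatinib replicate II. Without the libraries in doubt and ranked anew, MITF was -1.43 against lapatinib in Hs578T (adjusted p = 0.00599) and -0.99 in SKBR7 (adjusted p = 0.00119). Against PHA-767491 it then differed by -1.02 (adjusted p = 0.165) and -0.21 (adjusted p = 0.358).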

MITF was defined as a regulator known to influence the levels of anti-apoptotic protein BCL-2 as well as transcriptional regulators (ZNF114), G2/M regulators (CDC25B), mitotic regulators (DSN1) and DNA replication/repair proteins (TDG and PIF-1), these being downregulated in response to MITF inhibition (Fig. 7c).

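CDC25B (ENSG00000101224.17, chromosome 20, 3786772 to 3806121), the phosphatase that starts mitosis, fell in Hs578T from 8.12 ± 0.06 (SD, n = 3) under lapatinib to 6.58 ± 0.07 (SD, n = 3) in co-treatment. This is a fall by 1.55 (standard error 0.10, adjusted p = 2.94e-47 from limma in 6 libraries, 0.599 with all 12). BCL2 (ENSG00000171791.11, chromosome 18, 63123346 to 63320128), an inhibitor of apoptosis with a low level in this line, fell by 2.22 (standard error 0.88, adjusted p = 0.0402). PIF1 (ENSG00000140451.12, chromosome 15, 64815632 to 64825668), a DNA helicase, fell by 1.75 (adjusted p = 0.0022), and DSN1 (ENSG00000149636.15, chromosome 20, 36751791 to 36773818), a kinetochore protein, by 1.14 (adjusted p = 3.53e-12). TDG (ENSG00000139372.14, chromosome 12, 103965804 to 103988874), a DNA repair glycosylase, fell by 1.06 (adjusted p = 7.63e-08), while ZNF114 (ENSG00000178150.8, chromosome 19, 48172318 to 48287608) differed by -0.93 (adjusted p = 0.414), or -1.49 and -0.49 without lapatinib replicate II or III. In SKBR7 none of these passed against lapatinib. CDC25B differed there by -0.76 (adjusted p = 0.0943), BCL2 by -0.56 (adjusted p = 0.724) and PIF1 by -1.08 (adjusted p = 0.637). DSN1 differed by -0.61 (adjusted p = 0.41), TDG by -0.78 (adjusted p = 0.356) and ZNF114 by -0.90 (adjusted p = 0.745). Without co-treatment replicate I these were -0.11 for BCL2 and for PIF1, -0.33 for DSN1, -0.43 for TDG and 0.26 for ZNF114. Without co-treatment replicate III they were -0.98 for BCL2, -1.70 for PIF1 and -1.60 for ZNF114. Without lapatinib replicate II BCL2 was -0.88 and ZNF114 -1.59, and without lapatinib replicate III they were -0.27 and -0.43 and PIF1 was -0.71. CDC25B passed without lapatinib replicate I (-0.94, adjusted p = 0.039).

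Of the 10 genes of Fig. 7c, 8 fell in Hs578T (8 adjusted over the list alone), with a median of -1.16. Its camera test gave adjusted p = 1.99e-09 (adjusted p = 0.398 with an estimated correlation). In SKBR7, 0 passed limma against lapatinib (3 lower adjusted over the list alone), with a median of -0.79 and camera at adjusted p = 3.95e-04, adjusted p = 0.977 with an estimated correlation. Against PHA-767491 0 passed (4 lower adjusted over the list alone), with a median of -0.90. The study drew this network from genes lower in the same libraries, so its counts are not independent evidence. With every library ranked anew, 2 of the 10 (TDG and ZNF114) were below both monotherapies by at least 0.5 in both lines. The paper states that the lower expression of the genes it found specifically downregulated by co-treatment leads to apoptosis and to less transcription and proliferation. It then states that MITF decreased together with BCL-2 and CDC25B, and that the role of MITF needs further research.

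**Figure D3:**
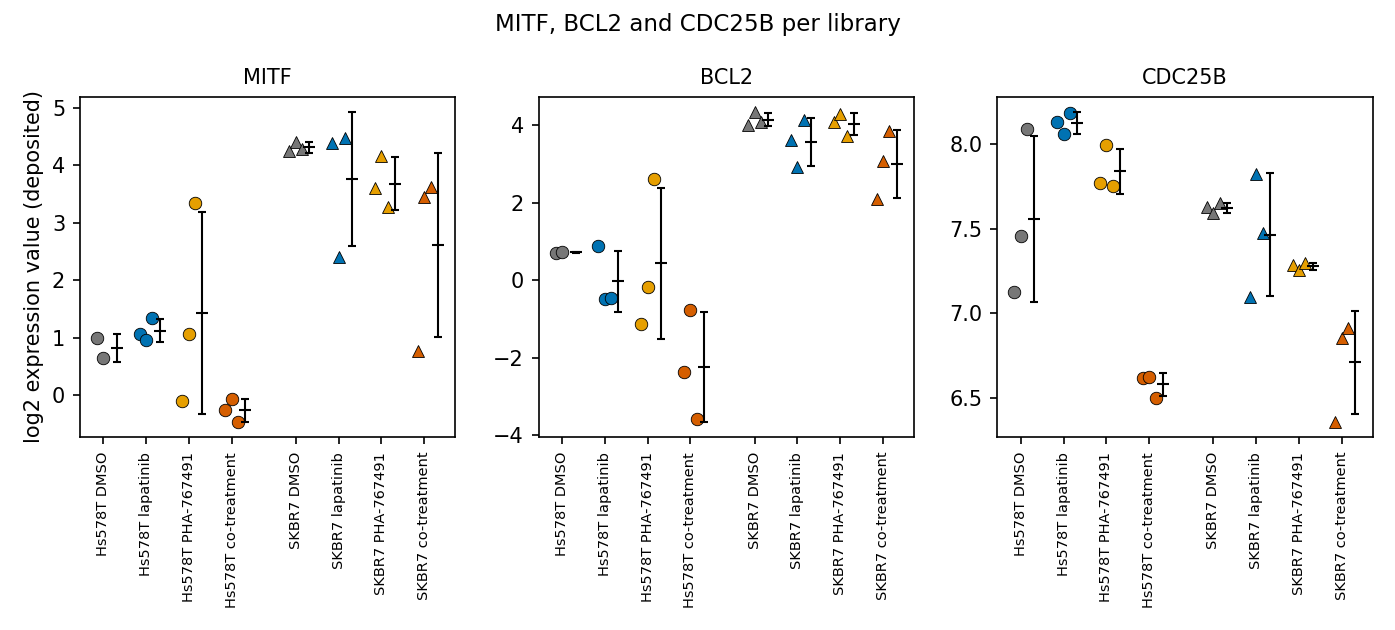
Log2 values of MITF, BCL2 and CDC25B in each library by cell line and treatment.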

**Fig. 6:**
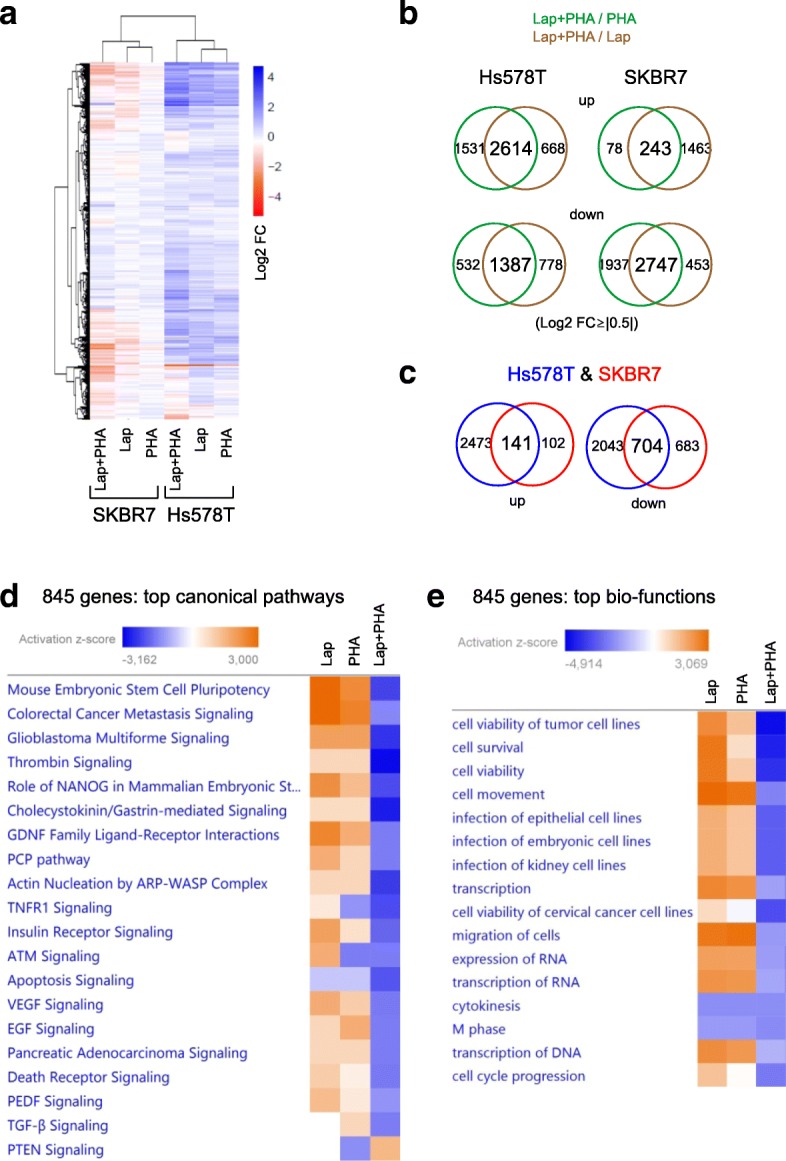
Co-treatment of TNBC cells with lapatinib and PHA-767491 inhibits crucial signalling networks in TNBC. **a** Global transcriptomic signature in SKBR7 and Hs578T cells after 6 h of treatment with lapatinib (3.16 μM), PHA-767491 (1 μM) or a combination of these two doses. Log_2_ fold change (FC) normalised to DMSO control shown. **b** Venn diagrams showing the number of genes significantly (Log_2_ FC ≥ 0.5) up- or downregulated after monotherapy and combination therapy in Hs578T and SKBR7 cells. **c** Venn diagrams showing the number of genes commonly and significantly (Log_2_ FC ≥ 0.5) up- or downregulated after combination therapy in both Hs578T and SKBR7 cells. **d** Top canonical pathways enriched in 845 significantly differentially expressed genes in combination therapy as predicted by IPA online analysis. *Z*-score indicates activation (orange) or inhibition (blue) of the pathway under indicated conditions, respectively. **e** Top bio-functions enriched in 845 significantly differentially expressed genes in combination therapy conditions as predicted by IPA software

**Fig. 7:**
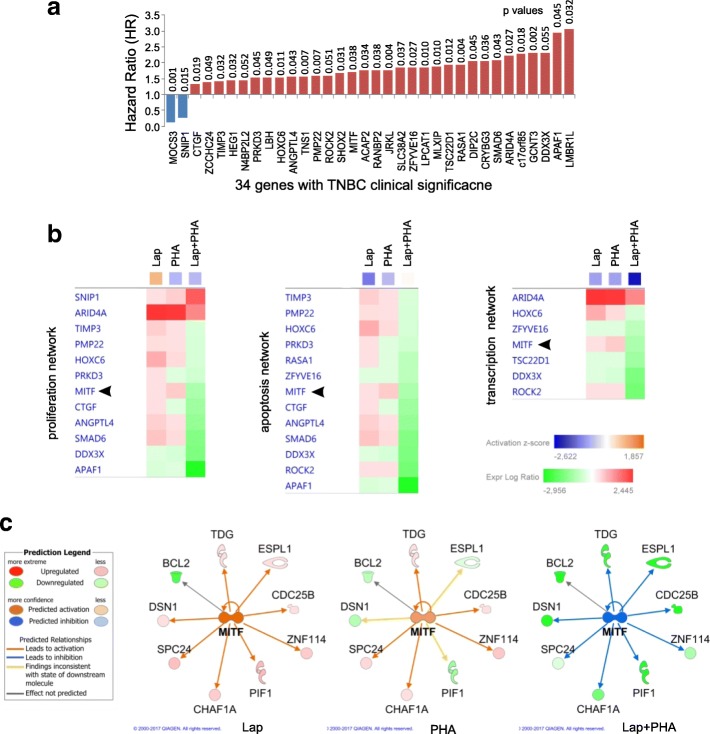
RNA-Seq reveals genes linked to poor survival in TNBC which are involved in the regulation of transcription, apoptosis and proliferation. **a** Thirty-four genes specifically downregulated by combination therapy whose expression is significantly correlated with metastasis-free survival in 142 lymph node-negative, non-neoadjuvantly treated, TNBC patients (data derived from in-house cohort as well as from publicly available datasets). HR hazard ratio. **b** Presence of aforementioned clinically relevant, downregulated genes in the top biological networks inhibited by combination therapy. **c** MITF, an upstream regulator of genes which are downregulated in response to inhibition of MITF under combination therapy

## Discussion

EGFR is highly expressed in both TNBC tumours and cell lines, supporting a role for EGFR as an oncogenic driver in TNBC. However, clinical trials suggest single inhibition of EGFR signalling is incapable of eliminating TNBC cells [17, 18, 21, 31]. Consistently, our results demonstrated that targeting EGFR kinase activity by EGFR-TKIs, including lapatinib, erlotinib and gefitinib, insufficiently inhibits TNBC cell proliferation, despite inhibition of EGFR phosphorylation. Our kinase inhibitor combination screen demonstrated that the dual cdc7/CDK9 inhibitor PHA-767491 enables EGFR-TKIs to inhibit proliferation, induce G2-M cell cycle arrest and promote apoptosis in various TNBC cell lines expressing high levels of EGFR. This synergistic drug interaction downregulates the activity of components of the transcription apparatus and the DNA replication programme, including cdc7, CDK9, pMCM2 (S40/41), p-RNAII (S2/5), CDK4, cyclin D1 and Rb, making the combination of EGFR and cdc7/CDK9 molecular-targeted therapies promising for this subgroup of breast cancer.

CDK9 is a member of positive elongation factor P-TEFb and together with CDK7 is vital for gene transcription since CDK7 and CDK9 sequentially phosphorylate the C-terminal domain (CTD) of RNA Polymerase II (RNA II) at Ser5/Ser7 and Ser2, respectively, allowing dissociation of negative elongation factors and subsequent elongation of mRNA transcripts [32–34]. Blockage of this critical elongation step results in stalled transcription which triggers ubiquitination of RNAII at active gene promoters and its subsequent proteasome-mediated degradation [35]. Given that co-treatment with higher concentrations of PHA-767491 reduced total levels of RNAII, investigating whether CDK9 inhibition-mediated transcriptional stalling is responsible for proteasome-dependent depletion of this protein is prudent. Previous studies have demonstrated the potential of inhibiting CDK9 in in vitro and in vivo PDX models of TNBC using pan-CDK inhibitor dinaciclib, leading to G2/M cell cycle arrest and apoptosis, consistent with the results presented herein [36]. CDK9 is essential for the growth of both HR+ and TNBC cell lines, whilst EGFR is one of many “Achilles’cluster” genes sensitive to CDK7 inhibition and vital for TNBC survival [37]. Consistently, we showed that despite being resistant to inhibition of EGFR kinase activity by various EGFR-TKIs, complete silencing of EGFR is detrimental to TNBC cell growth. In addition, EGFR is capable of acting as a transcription factor [38, 39]. The nuclear translocation of EGFR is associated with resistance to chemotherapeutics in TNBC [38, 40–42] and shields the RTK from the effects of TKIs limited to the cell membrane, permitting EGFR to enhance transcription of genes which govern cell cycle progression, such as Cyclin D1 and Aurora Kinase [39, 43]. Cdc7 kinase is itself indispensable for correct regulation of cell cycle progression, exerting control over both initiation of DNA replication and the DNA damage response [44, 45]. By phosphorylating mini-chromosome maintenance proteins (MCM2-7) present in pre-replicative complexes formed during G1 phase, cdc7 activates the helicase activity of these proteins, leading to unwinding of DNA strands and thereby initiating DNA replication at the G1-S phase checkpoint [46, 47]. It also has been reported that EGFR indirectly influences the initiation of DNA replication by eliciting phosphorylation of MCM7 in a Lyn kinase-dependent fashion, thereby delineating possible functional overlap between cdc7 and EGFR [48]. TNBC cells often possess p53-inactivating mutations which abolish the DNA replication origin activation checkpoint, rendering them susceptible to the induction of replicative stress [49]. Induction of G2-M arrest in our TNBC cell lines after combined inhibition of EGFR and cdc7/CDK9 is consistent with data from other studies which demonstrated that a p53-dependent checkpoint is critical for mitigating aberrant cell cycle progression after cdc7 depletion [50, 51].

The CDK4/Cyclin D1 complex phosphorylates Rb at Ser780/795 thereby inactivating Rb in G1/S checkpoint regulation [52, 53]. Consistently, co-inhibition of cdc7/CDK9 and EGFR signalling in our TNBC cell lines reduces CDK4 and Cyclin D1 levels accompanied by reduced phosphorylation of Rb, thereby resulting in G2-M arrest and ultimately apoptosis. Whether the downregulation of Cyclin D1 and CDK4 by EGFR-TKIs and PHA-767491 represents a global decrease in the transcription of rapidly expressed, immediate response genes due to inhibition of CDK9-mediated transcriptional elongation, a decrease in the transcriptional activity of EGFR, or a by-product of the cell cycle arrest induced by cdc7 depletion, merits further investigation. Taken together, these results identify possible functional links between signalling downstream of EGFR and the function of both cdc7 and CDK9, which may to some extent explain the observed synergy between EGFR-TKIs and PHA-767491. Additionally, silencing of cell cycle-regulatory or transcriptional CDKs in combination with a cdc7-specific inhibitor (XL413) in breast cancer cells has been shown to mimic the cell cycle disruption caused by PHA-767491 [54]. Silencing of CDK9 led to negligible impact on progression of MCF10A cells through S-phase, whilst CDK9-depleted cells treated with XL413 accumulated in late S-phase, suggesting that the profound cell cycle arrest in TNBC cells caused by PHA-767491 or cdc7 depletion may be somewhat dependent on CDK9 or can at least be augmented by inhibiting CDK9. Nonetheless, using RNAi-mediated silencing of cdc7 and CDK9, we were unable to fully recapitulate the observed synergy between EGFR-TKIs and PHA-767491 in selected TNBC cell lines. Although PHA-767491 has off-target effects on CDK1, CDK2 and GSK-3β which could contribute to sensitisation of TNBC cells to EGFR-TKIs, also knockdown of these genes had limited effects on the response to lapatinib. Despite that triple combination of the two other selective cdc7 and CDK9 inhibitors together with lapatinib strongly affected proliferation in the TNBC cell lines, this effect was not as pronounced as the combination of lapatinib with PHA-767491. This suggests that besides cdc7/CDK9 blockage by PHA-767491, also inhibition of other kinases likely contributes to the observed synergy. Broad spectrum kinase inhibition is not uncommon for highly effective anticancer therapeutics used in the clinic. Here we have only tested the PHA-767491/Lap combination in TNBC cell lines. Given the broader anti-kinase activity of PHA-767491 and the side effects of lapatinib and other EGFR inhibitors on the liver and/or heart, further assessment of the safety of such a combination treatment will be essential.

RNA-Seq transcriptomics identified genes specifically downregulated by co-treatment with EGFR-TKIs and PHA-767491, which were involved in pathways regulating survival, transcription and cell cycle progression. The decreased expression of these genes (a number of them associated with poorer MFS in TNBC) by PHA-767491 combined with inhibition of EGFR leads to apoptosis and downregulation of transcription and proliferation. Interestingly, the transcription factor MITF (microphthalamia-associated transcription factor), a major upstream regulator of pathways governing apoptosis, proliferation and transcription, was decreased together with its downstream targets pro-survival BCL-2 and cell cycle-regulatory CDC25B as a result of combining lapatinib and PHA-767491. With regards to TNBC, little is known about MITF’s contribution to EGFRi-resistant phenotypes. Further research is therefore required to validate whether targeting of MITF function constitutes a logical therapeutic avenue in TNBC, or whether MITF inhibition is sufficient to reverse the resistance of TNBC cells to EGFR-targeted therapies.

## Conclusions

In summary, we show that multiple EGFR-TKIs synergise with the dual cdc7/CDK9 inhibitor PHA-767491 in various EGFR-TKI-resistant TNBC cell lines resulting in decreased proliferation, induction of apoptosis and G2/M cell cycle arrest. Combination therapy leads to inhibition of proteins crucial for accurate DNA replication and CDK9/RNAII-mediated gene transcription. This combination also leads to inhibition of crucial pro-oncogenic networks and reduces the expression of genes linked to ERK/mTOR signalling and poor progression-free survival in TNBC patients, perhaps identifying possible candidate genes for further research into the mechanism of this synergy and as therapeutic targets.

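Transcripts that report ERK output went both ways in co-treatment. DUSP6 (ENSG00000139318.7, chromosome 12, 89347232 to 89353271), the ERK phosphatase induced by ERK itself, was at 5.36 ± 0.02 (SD, n = 3) in co-treated Hs578T cells against 5.18 ± 0.20 (SD, n = 3) under lapatinib. The difference was 0.18 (standard error 0.16, adjusted p = 0.42 from limma in 6 libraries), and -0.39 in SKBR7 (adjusted p = 0.917). EGR1 (ENSG00000120738.7, chromosome 5, 138465490 to 138469315) and FOS (ENSG00000170345.9, chromosome 14, 75278774 to 75282230), immediate targets of ERK, differed by -0.32 (adjusted p = 0.224) and 0.62 (adjusted p = 0.322) in Hs578T. In SKBR7 they differed by -0.32 (adjusted p = 0.949) and 0.15 (adjusted p = 0.987). The SKBR7 differences of DUSP6, EGR1 and FOS were 0.70, 0.75 and 1.03 without co-treatment replicate I and -1.66, -1.33 and -1.10 without lapatinib replicate II. CCND1 (ENSG00000110092.3, chromosome 11, 69641087 to 69654474), the G1 cyclin, fell by 0.37 in Hs578T (adjusted p = 0.00232). MYC (ENSG00000136997.14, chromosome 8, 127735434 to 127741434), a growth regulator, rose there by 0.57 (adjusted p = 3.91e-05). Neither passed in SKBR7, where CCND1 differed by 0.28 (adjusted p = 0.469) and MYC by 0.96 (adjusted p = 0.119). Of 18 genes of MAPK output and feedback, 5 rose and 2 fell in Hs578T (5 and 2 adjusted over the list alone), with a median of 0.09. In SKBR7, 1 rose against lapatinib (2 rose and 2 fell adjusted over the list alone), with a median of -0.14, which camera placed above other genes without passing (adjusted p = 0.625). Among the immediate early genes, 7 of 24 fell and 4 rose in Hs578T (9 and 4 adjusted over the list alone), with a median of -0.46. Camera gave adjusted p = 0.0174, and adjusted p = 0.82 with an estimated correlation. In SKBR7, 1 of 22 rose (3 rose and 1 fell adjusted over the list alone). Because lapatinib is present in both arms of these comparisons, they show what PHA-767491 adds to it.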

## Additional files

Additional file 1: **Table S1.** Cell seeding densities. Densities used per TNBC cell line for the kinase inhibitor library screening. Densities are shown as number of cells/well in 96-well plates.

Additional file 2: **Table S2.** Composition of in-house ER-negative breast cancer patient cohort.

Additional file 3: **Figure S1.** Resistance of TNBC cells to EGFR-TKIs. a. Effect of lapatinib on induction of apoptosis in selected lapatinib-resistant and lapatinib-sensitive TNBC cell lines. Hs578T, BT549, SKBR7 and HCC1806 cells were treated with lapatinib (3.16 μM) as indicated, for 24 h, 48 h or 72 h, respectively, stained with Annexin-V and Hoechst, followed by imaging and image quantification. Relative cell death was quantified by normalising the intensity of Annexin-V signal to that of DMSO control. One-way ANOVA **** *P* ≤ 0.0001, *** *P* ≤ 0.001, ** *P* ≤ 0.01, * *P* ≤ 0.05. b. Impact of silencing EGFR and downstream components of EGFR signalling pathway on the proliferation of Hs578T cells. Hs578T cells were transfected with siRNAs targeting EGFR, ERK2 and FRAP1 as well as positive (siKIF11) and negative controls (siGAPDH and siKinase Pool) as described and grown for 4 days. Proliferation was then assessed using sulphorhodamine B assay. Results were normalised to Kinase Pool using the % control method as described in materials and methods.

Additional file 4: **Figure S2.** EGFR-negative TNBC cell line SUM185PE is insensitive to co-treatment with lapatinib and PHA-767491. a. Immunofluorescence imaging of EGFR-positive (SKBR7) and EGFR-negative (SUM185PE) TNBC cell lines. Cells were fixed using 1% paraformaldehyde and 0.1% Triton-X for 15 min before being washed thrice with 1x PBS and blocked with 0.5% bovine serum albumin in PBS for 30 min. EGFR antibody (sc-03; Santa Cruz Biotechnology®) was used to stain EGFR overnight at 4 °C. Fixed cells were then incubated with anti-rabbit Alexa 488-conjugated secondary antibody (A11008; Molecular Probes®) or Hoechst (nuclear stain; 1:10,000) for 1 h at room temperature in the dark before being imaged at 20x magnification. b. Impact of EGF stimulation on EGFR-mediated signal transduction in EGFR-negative cell line SUM185PE. Cells were starved overnight in serum-free medium before being treated with lapatinib (3.16 μM) for 4 h and subsequently stimulated with EGF (100 ng/ml) for 5 min. Cells were then lysed and protein samples subjected to SDS-PAGE and immunoblotting with indicated antibodies. **c.** Dose-response experiment combining lapatinib and PHA-767491 in SUM185PE cells. The upper graph shows the response of SUM185PE cells to lapatinib and PHA-767491 monotherapies. The lower graph displays the proliferation of SUM185PE cells after combining lapatinib (3.16 μM) with dose range (0.01–10 μM) of PHA-767491. Proliferation was assessed using sulphorhodamine B assay and results were normalised to DMSO using the % control method as outlined in materials and methods.

Additional file 5: **Figure S3.** EGFR-TKIs and PHA-767491 synergise to induce G2/M cell cycle arrest and apoptosis. a. Cell cycle distribution histograms of Hs578T and SKBR7 cells after 48-h treatment with EGFR-TKIs (lapatinib, erlotinib or gefitinib at 3.16 μM) alone or combined with PHA-767491 (1 μM or 3.16 μM), as indicated. b. Induction of apoptosis by EGFR-TKI and PHA-767491 co-treatment. SKBR7 and SUM149PT cells were treated with lapatinib (3.16 μM), PHA-767491 (3.16 μM), alone or combined, as indicated, for 24 h, 48 h or 72 h, respectively, and then stained with Annexin-V and Hoechst, followed by imaging and image quantification. Relative cell death was quantified by normalising the intensity of Annexin-V signal to that of DMSO control. One-way ANOVA ****P ≤ 0.0001, ***P ≤ 0.001, **P ≤ 0.01, *P ≤ 0.05.

Additional file 6: **Figure S4.** siRNA-mediated silencing of cdc7 and/or CDK9 in combination with lapatinib. a. Silencing cdc7 or CDK9 synergises with lapatinib to inhibit proliferation in SKBR7 cells but not Hs578T or BT549 cells. % proliferation 4 days post-treatment with lapatinib (3.16 μM) or DMSO (1:1000) was normalised to Kinase Pool using % control method outlined in materials and methods. One-way ANOVA **P ≤ 0.01, *P ≤ 0.05, ns: not significant b. Effect of siCdc7 and siCDK9 double knockdown in Hs578T cells. c. Effect of siCdc7 and siCDK9 on cdc7 and CDK9-mediated signal transduction in Hs578T, BT549 and SKBR7 cells. Cells were transfected with control (siKinase Pool (−)), siCDK9 or siCdc7 then treated with lapatinib (3.16 μM) or DMSO, and lysates were extracted 48 h post-exposure to compounds and subjected to immunoblotting. d. Anti-proliferative effects of knockdown of off-targets of PHA-767491 in combination with lapatinib (3.16 μM) or DMSO. e. Effects of selective inhibition of cdc7 (TAK-931) and CDK9 (BAY-1143572) in combination with lapatinib on proliferation of Hs578T and SKBR7 cells.

Additional file 7: **Table S3.** 34 clinically relevant genes specifically downregulated after co-treatment with lapatinib and PHA-767491 in Hs578T and SKBR7 cells.

## Data Availability

RNA-Seq data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO) under accession number GSE131375. The cell line transcriptomics and TNBC patient gene expression datasets analysed in this study were available from the GEO data repository (GSE41313) and the TCGA-BRCA database respectively. All other data are included in this article and its supplementary files.

## Abbreviations

AKT: v-akt murine thymoma viral oncogene homologue
BL1: Basal-like 1 subtype
BL2: Basal-like 2 subtype
Cdc7: Cell division cycle 7-related protein kinase
CDK4: Cyclin-dependent kinase 4
CDK7: Cyclin-dependent kinase 7
CDK9: Cyclin-dependent kinase 9
CI: Combination index
CTD: C-terminal domain
EGFR: Epidermal growth factor receptor
EGFR-TKI: Epdiermal growth factor receptor tyrosine kinase inhibitor
ERK1/2: Extracellular signal-regulated kinase 1/2
HER2: Human epidermal growth factor receptor 2
HR+/−: Hormone receptor-positive/negative
IM: Immunomodulatory subtype
LAR: Luminal androgen receptor-positive subtype
M: Mesenchymal subtype
MCM2: Mini-chromosome maintenance protein 2
MEK: Mitogen-activated protein kinase kinase
MITF: Microphthalamia-associated transcription factor
MSL: Mesenchymal stem-like subtype
POLR2A: RNA Polymerase II subunit 2A
P-TEFb: Positive transcription elongation factor b
Rb: Retinoblastoma protein
RNA II: RNA Polymerase II
S2/5: Serine 2/5 of RNA polymerase II subunit 2A’s C-terminal domain
SRB: Sulphorhodamine B
TNBC: Triple-negative breast cancer

# Supplementary material for: A kinase inhibitor screen identifies a dual cdc7/CDK9 inhibitor to sensitise triple-negative breast cancer to EGFR-targeted therapy
**Source:** Breast Cancer Res. 2019 Jul 1;21:77. doi: 10.1186/s13058-019-1161-9

a

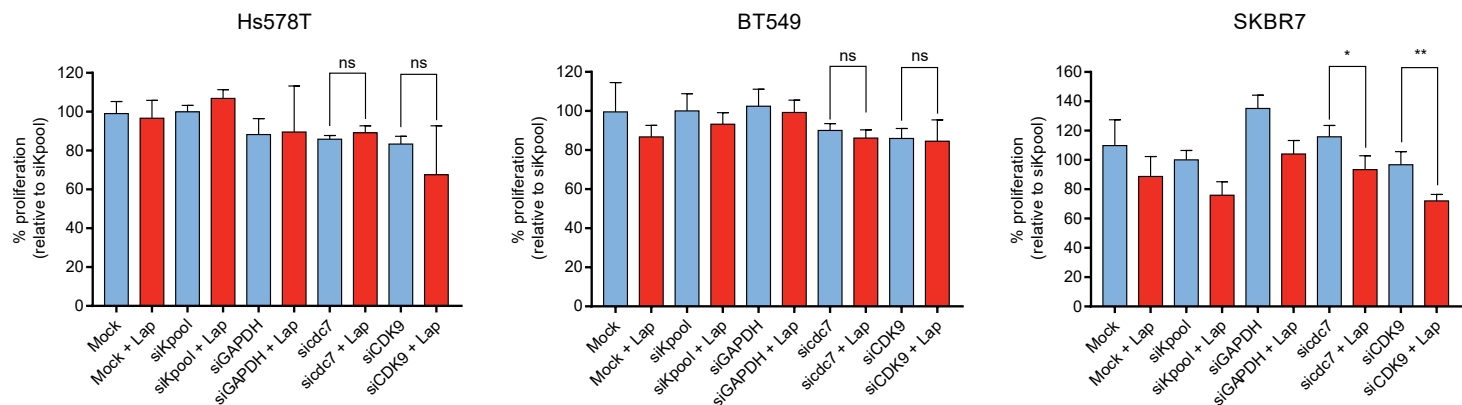

b

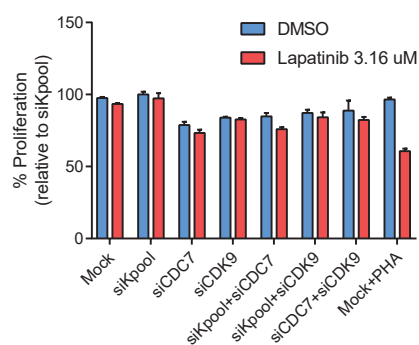

c

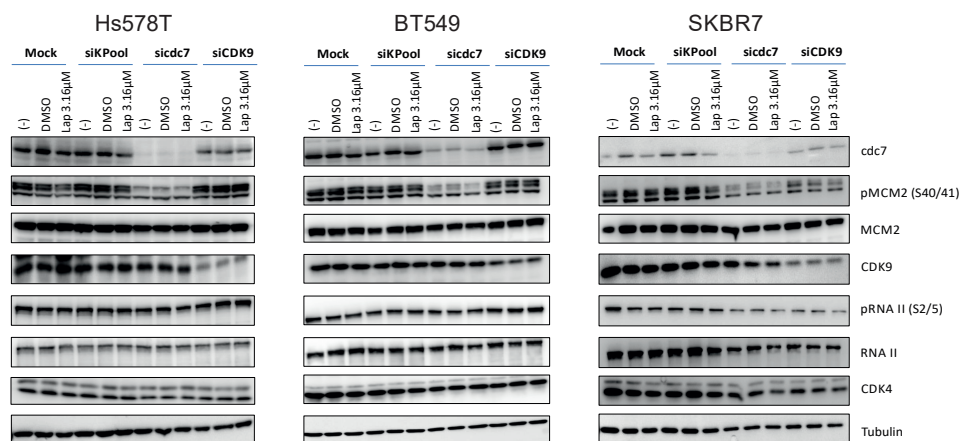

d

PHA-767491 targets	Kinase inhibition (IC50)
CDC7	10 nM
CDK9	34 nM
GSK3b	220 nM
CDK2	240 nM
CDK1 (CDC2)	250 nM
CDK5	460 nM
MK2 (MAPKAPK2)	470 nM
PLK1	980 nM

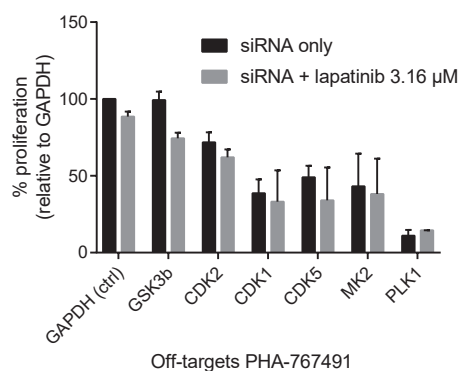

e

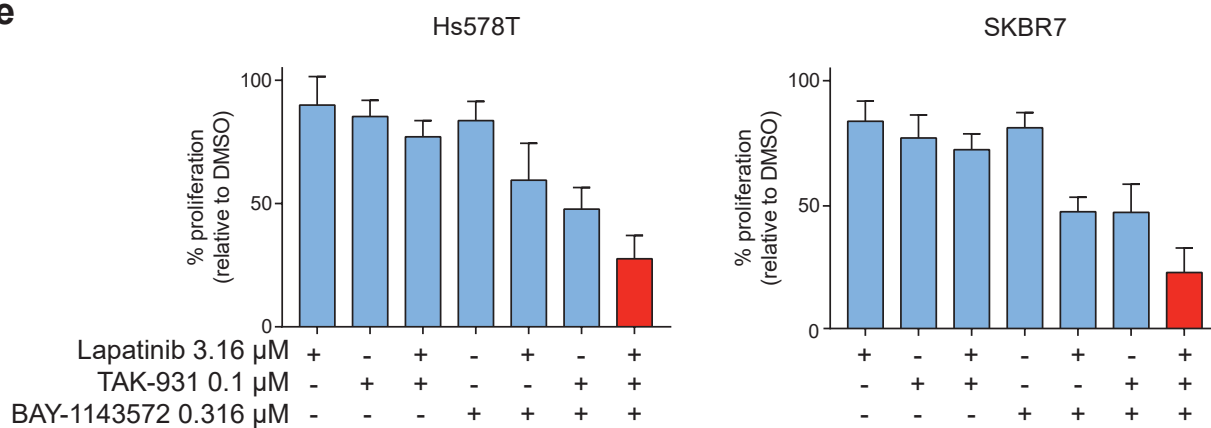

**Supplement:** Supplementary file 6 — Figure S4. siRNA-mediated silencing of cdc7 and/or CDK9 in combination with lapatinib. a. Silencing cdc7 or CDK9 synergises with lapatinib to inhibit proliferation in SKBR7 cells but not Hs578T or BT549 cells. % proliferation 4 days post-treatment with lapatinib (3.16 μM) or DMSO (1:1000) was normalised to Kinase Pool using % control method outlined in materials and methods. One-way ANOVA **P ≤ 0.01, *P ≤ 0.05, ns: not significant b. Effect of siCdc7 and siCDK9 double knockdown in Hs578T cells. c. Effect of siCdc7 and siCDK9 on cdc7 and CDK9-mediated signal transduction in Hs578T, BT549 and SKBR7 cells. Cells were transfected with control (siKinase Pool (−)), siCDK9 or siCdc7 then treated with lapatinib (3.16 μM) or DMSO, and lysates were extracted 48 h post-exposure to compounds and subjected to immunoblotting. d. Anti-proliferative effects of knockdown of off-targets of PHA-767491 in combination with lapatinib (3.16 μM) or DMSO. e. Effects of selective inhibition of cdc7 (TAK-931) and CDK9 (BAY-1143572) in combination with lapatinib on proliferation of Hs578T and SKBR7 cells.

How the deposited data were processed for this re-analysis (not part of the article)

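RNA sequencing of 24 cell line libraries was deposited as 1 table of values per library and 1 table of group averages, and both were read. The values are log2 values that the authors deposited after TMM scaling and quantile normalisation, as the methods state. Every library has the same highest value and nearly the same quartiles over the genes it lists. The deposited group averages were checked against the values per library, and the Hs578T DMSO average holds replicates II and III without replicate I. Read pairs were counted with featureCounts 1.4.6 and scaled with edgeR, by the submitters' processing notes. The methods name STAR as the aligner and the labels of the libraries name HiSat2, so which of them made the values is open. Of 36517 lines, 36 repeated gene identifiers were left out. Gene coordinates are those that the deposited table gives, and mRNA lengths come from the GENCODE annotation of GRCh38.

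Differences between groups were tested with limma 3.58.1 in R 4.3.3 (lmFit and eBayes with a variance trend, cell-means model of the 4 groups of a line). No value was filled in where a library lists none, and a gene with no value in a whole group of a comparison was not tested there. A gene was higher or lower than in both monotherapies when it passed in the same direction against lapatinib and against PHA-767491. Departure from additivity is the effect of co-treatment minus the sum of the effects of the drugs alone on the log2 scale. The difference between lines is the co-treatment effect against DMSO in Hs578T minus that in SKBR7, tested over all 24 libraries. The rule of Fig. 6b and 6c was applied to means of log2 values over the 12200 genes listed in all libraries but Hs578T DMSO replicate I, and overlaps between lines used gene identifiers. Tables and figures were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.

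Members of a list are counted as passing over all tested genes and again with p-values adjusted over the list alone. Camera ran on genes with a value in every library of the comparison, for lists with at least 3 such members, and was adjusted over the lists of a comparison. Membership among the genes common to both lines was tested with Fisher's exact test against the 12200 genes. Genes named in the text follow a fixed rule. They are the genes that the paper names in its RNA-Seq results and Fig. 7 or whose proteins it blots, and in each line the 10 largest changes in each direction in co-treatment against DMSO. The latter had to pass, to have libraries that do not overlap and to have a mean above the median gene. The 5 largest in each direction for each drug alone, for departure from additivity and for the difference between lines were to be named too, by similar conditions. No gene passed for either drug alone, nor in Hs578T for co-treatment against DMSO or departure from additivity. Genes taken by size of change therefore come from SKBR7 or from the difference between lines. From each list up to 4 passing members with the largest change against DMSO were taken, and with them HEXIM1, MYC, MCL1, FOS, EGR1, DUSP6, CDKN1A and BCL2. Genes outside this rule are marked where they appear. Some genes that the rule names, and the result of 1 list, are not reported.

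The test was tried on simulated tables with the spread and the missing values of each line, in which 200 genes were changed in co-treatment. The simulated noise was independent between genes, with no shift of a whole library, trend with mRNA length or mixing of lines. False calls from such sources are therefore not measured here. With all 12 Hs578T libraries, 0% of genes changed by 1 and 4% of genes changed by 2 on the log2 scale were recovered against lapatinib, and 0% and 0% against DMSO. In the 6 Hs578T libraries of co-treatment and lapatinib, 58% and 86% were recovered, with 4 unchanged genes called. In SKBR7 with 12 libraries, 13% and 36% were recovered against lapatinib (0 unchanged genes called) and 12% and 36% against DMSO (6 unchanged genes called). With the 6 SKBR7 libraries, 0% and 4% were recovered. For this reason counts against lapatinib are led by the 6 libraries in Hs578T and by all 12 in SKBR7. Both fits had been planned, the 6 libraries as an alternative, while tests of lists in the 6 libraries had not.

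The share of SKBR7 transcripts in a Hs578T library was computed on linear values with every library ranked anew. It used genes that differ between the lines by at least 4 on the log2 scale and reach at least 6 in the line where they are higher. The share estimated from genes higher in SKBR7 and from genes higher in Hs578T was computed separately. Alternatives to each choice were tried. They were no filter on low values, a stricter filter, a block for the replicate number, tests within the groups of a comparison, centring of each library on its median, no variance trend, linear means for the rule of Fig. 6b, and leaving out each library in turn. Results were also compared with other splits of the same libraries, all 10 splits of 6 libraries or 100 random ones. Patient data, public expression sets, blots and proliferation assays are outside the deposited table and were left out, as were sequence reads, which were not at hand.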

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

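The tests of explanations, the ranking anew and the splits of libraries in this part were chosen only after the results were seen, while the test of the difference between the lines over all genes had been planned.

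At a log2 difference of 0.5 from both monotherapies, the balance of higher and lower genes was opposite in the 2 lines, with more higher genes in Hs578T and more lower genes in SKBR7. Without SKBR7 co-treatment replicate I, which lists few genes, higher genes made up 62.6% of the genes past that difference in SKBR7, so that library may account for the SKBR7 side. In Hs578T 1491 genes were higher and 1805 lower without PHA-767491 replicate I, so the excess of higher genes there (2615 against 1385) rests on another library. With every library ranked anew over the same genes higher genes made up 43.7% in SKBR7, which leaves quantile normalisation over differing numbers of listed genes open, because ranking anew gives all libraries 1 distribution and so pulls the balance toward even. A wider loss of transcripts under co-treatment in SKBR7 stays open, since the deposited table holds 0 spike-in RNAs (ERCC) to serve as an outside standard.

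Hs578T DMSO replicate II and PHA-767491 replicate III stood out by listing all 90 genes of SKBR7 alone. The other Hs578T libraries listed 0 to 14 of them. Genes higher in SKBR7 put the share of SKBR7 transcripts at 44.9% and 36.9% in these libraries, and genes higher in Hs578T put it at 50.5% and 44.7%, against 0.0% and 7.3% in Hs578T DMSO replicate III. A mislabelled SKBR7 library is argued against, since its share would be near 100% and the highest estimate was 50.5%, and so is a response to treatment, since the highest estimate from either set of genes in another library of the same groups was 11.4%, with the library left out when its genes were chosen. SKBR7 RNA or reads mixed into these libraries may explain the pattern, as both sets of genes gave shares within 7.8 percentage points. The 90 genes of SKBR7 alone gave 13.3% for DMSO replicate II and 46.9% for PHA-767491 replicate III, so the size of the share in DMSO replicate II is uncertain, and the stage of the mixing was not tested. By these shares, 21 genes of Hs578T alone would lie at -0.21 and -0.91 against other Hs578T libraries on the log2 scale. Their medians were -3.20 and -0.62, so mixing alone does not account for their deposited level in DMSO replicate II.

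SKBR7 lapatinib replicate II differed from the other SKBR7 libraries in the same estimate. Genes higher in Hs578T put its share of SKBR7 transcripts at 97.2% (quartiles 94.5% and 98.6%), against 99.6% to 100.1% in the other SKBR7 libraries. Genes higher in SKBR7 put it at 91.4% (quartiles 63.5% and 112.2%). Of the 21 genes of Hs578T alone, this library listed 8, but SKBR7 DMSO replicate II listed 14 and PHA-767491 replicate I 10. The remaining SKBR7 libraries listed 0 to 4. Whether Hs578T RNA or reads are in any of these libraries was not tested further and stays open. Lapatinib replicate II is among the libraries in doubt, while DMSO replicate II and PHA-767491 replicate I of SKBR7 are not.

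A library far from the others was Hs578T DMSO replicate I, which listed 9967 genes. The test of the difference between the lines called 5 genes, all with a lower co-treatment effect in Hs578T than in SKBR7. They are HUNK (ENSG00000142149.8, chromosome 21, 31873315 to 32044633) at -6.06, KANK4 (ENSG00000132854.18, chromosome 1, 62236979 to 62319414) at -6.02, TSPYL5 (ENSG00000180543.4, chromosome 8, 97273474 to 97277964) at -7.29, KIF21A (ENSG00000139116.17, chromosome 12, 39293228 to 39443390) at -6.83 and LINC00473 (ENSG00000223414.2, chromosome 6, 165908802 to 165988048) at -6.11 (adjusted p = 0.0122 to 0.0253 from limma). Each rests on 1 DMSO value in Hs578T, from the DMSO replicate II discussed above. That value was 2.66 to 4.17, against means of 5.31 to 6.04 in SKBR7 DMSO and -3.58 to -2.36 in co-treated Hs578T cells. SKBR7 transcripts mixed into that library would also give such values, so a difference between the lines is not shown. Limma called 0 genes without that library. The count was also 0 without Hs578T co-treatment replicate I, SKBR7 DMSO replicate I, II or III or SKBR7 co-treatment replicate II. It was 1 without Hs578T co-treatment replicate II, SKBR7 PHA-767491 replicate I, II or III or SKBR7 co-treatment replicate III. It was 16, 9 and 14 without Hs578T DMSO replicate I, PHA-767491 replicate II or PHA-767491 replicate III, and 8062 without Hs578T DMSO replicate III, where the DMSO libraries left are 2 in doubt. Among 100 random splits 25 gave as many, and the highest other count was 16, so chance cannot be excluded.

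Lists also differed between the lines with every library ranked anew. The p53 targets had a co-treatment effect with a median of -1.25 in Hs578T minus SKBR7 (11 genes, camera from limma, adjusted p = 4.41e-05, adjusted p = 0.00637 with an estimated correlation). For the 18 genes of cholesterol synthesis and SREBP targets it was -0.46 (adjusted p = 4.46e-04, adjusted p = 0.00637 with an estimated correlation). With the deposited values these medians were 0.78 and 0.69, while camera placed both lists below other genes (adjusted p = 1.56e-07 and 1.39e-06), and neither passed with an estimated correlation (adjusted p = 0.469 and 0.472). Ranking all libraries anew keeps Hs578T DMSO replicates I and II, which are in doubt, and does not undo a mix of the lines. Leaving out the libraries in doubt and ranking anew gave -1.07 and -0.38, with replicate III as the only Hs578T DMSO library. A difference between the lines is therefore not secured for these lists.

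The MITF network gave -0.69 with every library ranked anew (6 genes, camera from limma, adjusted p = 6.43e-04, adjusted p = 0.0226 with an estimated correlation). With the deposited values its median was 0.38, and camera placed it below other genes (adjusted p = 0.00349, adjusted p = 0.487 with an estimated correlation). Leaving out the libraries in doubt and ranking anew gave -0.80 for the MITF network, -0.62 for the genes of G2/M, mitosis and cytokinesis and -0.47 for the survival genes. The same limits of the Hs578T DMSO libraries hold for these lists. The study chose the MITF network and the survival genes, so these are not independent evidence.

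Signals in genes that the paper does not discuss include the 28 zinc finger genes named ZNF among the genes higher in both lines. HEXIM1 in co-treated SKBR7 cells fell by 3.82 against DMSO (adjusted p = 0.00244 from limma), a difference of -2.65 without co-treatment replicate I. RBM15 rose there by 2.32 (adjusted p = 0.0011), and neither call held without the variance trend (adjusted p = 0.149 for HEXIM1 and 0.0842 for RBM15).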

How the results depend on the processing

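The settings that rank every library anew, leave out the libraries in doubt or place missing values at the lowest value of the library were chosen only after the data were seen. All counts stayed within 1.5 times their value with no filter on low values and with a replicate block, which gave 347 and 422 genes for SKBR7 co-treatment against DMSO and 5 and 4 for the difference between the lines. Counts at a log2 difference of 0.5 from both monotherapies, within a line or in both lines, did so with means of linear values too. They were 2284 higher and 1563 lower in Hs578T, 301 and 2098 in SKBR7, and 158 and 768 in both. The count of genes lower in SKBR7 alone did not. The count of lower genes in both lines stayed within that range with median centring (683), ranked anew (665) and without the libraries in doubt (623, ranked anew 685). For Hs578T lapatinib against DMSO the limma count stayed at 0 (2047 at an unadjusted p under 0.05) except where a DMSO library was left out. For the counts that follow the cause was not tested, except that the stricter filter and the demand to pass limma admit fewer genes and the use of all listed genes admits more. Pseudocounts and count tools were not run, since the deposited values are on the log2 scale.

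With median centring, limma called 31 genes for Hs578T co-treatment against DMSO and 3 against lapatinib, 635 and 775 in SKBR7, 38 higher and 87 lower than in both monotherapies in SKBR7, 1 departing from additivity there and 33 for the difference between the lines. At a difference of 0.5 it gave 878 higher in SKBR7 and 346 higher in both lines. The stricter filter gave 698 genes for SKBR7 co-treatment against DMSO, 152 lower than in both monotherapies, and 2 in Hs578T and 430 in SKBR7 against lapatinib. At a difference of 0.5 it gave 731 higher and 678 lower genes in Hs578T, 107 and 715 in SKBR7, and 27 and 235 in both. No variance trend left 0 genes in SKBR7 against DMSO, 0 higher and 0 lower than in both monotherapies, 0 departing from additivity, 2 against lapatinib, and 8 for the difference between the lines. Within the groups of a comparison, 65 genes were higher and 270 lower than in both monotherapies in Hs578T, and 28 were lower in SKBR7. That setting gave 437 genes for SKBR7 PHA-767491 against DMSO, 6404 in Hs578T and 91 in SKBR7 for co-treatment against lapatinib, and 1 for the difference between the lines. All listed genes gave 5341 higher and 2842 lower genes in Hs578T, 1573 and 4806 in SKBR7 and 458 higher in both at a difference of 0.5. The demand to pass limma as well left 4 and 56 in SKBR7, and 0 and 0 in Hs578T and so 0 and 0 in both.

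Ranked anew, Hs578T co-treatment gave 1890 genes against DMSO and 1232 against lapatinib, 154 higher and 544 lower than in both monotherapies and 11 departing from additivity. SKBR7 gave 2745, 3122, 581, 976 and 498 in the same order. The difference between the lines gave 296, and the rule of 0.5 gave 1034 higher and 1333 lower in SKBR7 and 468 higher in both. Of the genes past that rule with the deposited values, ranking anew kept 244 of 244 higher and 1332 of 2756 lower in SKBR7, and 1948 of 2615 higher and 1383 of 1385 lower in Hs578T. Missing values at the lowest value of the library gave 528 genes for SKBR7 against DMSO, 0 departing from additivity and 200 for the difference between the lines.

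With the libraries in doubt left out, Hs578T gave 25 genes for PHA-767491 and 4024 for co-treatment against DMSO, 6372 against lapatinib, 540 higher and 1154 lower than in both monotherapies and 335 departing from additivity. SKBR7 gave 66, 2634, 1837, 359, 785 and 391 in the same order. The difference between the lines was 379, and the rule of 0.5 gave 1473 higher in Hs578T, 1080 higher and 1240 lower in SKBR7 and 410 higher in both. With these left out and the others ranked anew, Hs578T gave 27, 5644, 7250, 1653, 1912 and 1071, and SKBR7 415, 5185, 4569, 1559, 1932 and 2560, in that order, with 10 for SKBR7 lapatinib against DMSO. The difference between the lines was then 2074, and the rule of 0.5 gave 1134 higher and 1378 lower in SKBR7 and 504 higher in both.

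Leaving out 1 library gave 0 to 5503 genes for Hs578T lapatinib against DMSO (DMSO replicate III, and 1 without DMSO replicate I), 0 to 3706 for PHA-767491 (DMSO replicate III) and 0 to 6639 for co-treatment (DMSO replicate III, and 516 without DMSO replicate I). Without DMSO replicate III the only Hs578T DMSO libraries left are 2 in doubt, and 5469, 3705 and 6561 of these genes were higher than in DMSO. Without Hs578T DMSO replicate I, 6 genes were higher and 89 lower than in both monotherapies, 2 departed from additivity and 208 differed from lapatinib, against 0 without any other library. In SKBR7 the ranges were 0 to 2 for lapatinib against DMSO and 0 to 7 for PHA-767491 against DMSO, both highest without lapatinib replicate II (for PHA-767491 2 without lapatinib replicate I). For SKBR7 co-treatment against DMSO the range was 53 (DMSO replicate III) to 1635 (co-treatment replicate III), with 1561 without lapatinib replicate II, 141 and 104 without DMSO replicate I or II, 211 and 172 without PHA-767491 replicate I or III and 182 and 174 without co-treatment replicate I or II. Against lapatinib it was 86 (co-treatment replicate II) to 517 (lapatinib replicate II), with 101 without DMSO replicate III, 103 without PHA-767491 replicate III and 354 without co-treatment replicate III. Higher than in both were 1 to 31 and lower 11 to 356, each lowest without PHA-767491 replicate II and highest without lapatinib replicate II. From 0 to 38 genes departed from additivity in SKBR7 (lapatinib replicate II), and the difference between the lines ranged from 0 to 8062.

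At a difference of 0.5, leaving out 1 library gave 1491 (PHA-767491 replicate I) to 3002 (co-treatment replicate III) higher genes in Hs578T. In SKBR7 it gave 111 (co-treatment replicate III) to 1145 (co-treatment replicate I) higher and 685 (co-treatment replicate I) to 4496 (co-treatment replicate III) lower genes. In both lines it gave 65 (SKBR7 co-treatment replicate III) to 644 (SKBR7 co-treatment replicate I) higher and 293 (SKBR7 co-treatment replicate I) to 981 (Hs578T PHA-767491 replicate I) lower genes.

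Of the named genes, 3 turned direction and passed in Hs578T co-treatment against DMSO, none of which had passed with all libraries. HOXC6 went from 1.22 to -1.52 ranked anew, -1.56 without the libraries in doubt and -1.81 with both changes. CCND1 went from 0.62 to -0.52 without the libraries in doubt and -0.55 ranked anew as well, and LMBR1L from 0.55 to -0.98 with both changes. Under the settings chosen at the outset some differences changed sign as well, such as DUSP6 in SKBR7 against lapatinib (-0.39, or 0.70 without co-treatment replicate I), but none of these passed with or without the change. In SKBR7, 156 of 1168 values against DMSO, 101 of 1168 against lapatinib and 90 of 1103 against PHA-767491 no longer passed, and 33, 28 and 48 passed in addition. In Hs578T 47 of 1167, 79 of 1167 and 14 of 1102 passed in addition. Of 174 tests of a list, 58 no longer passed camera with an estimated correlation and the rest stayed on their side. With median centring 18 of 174 no longer passed and 11 passed in addition.

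The numbers of the replicates do not pair the libraries. Of 18 pairs of libraries with the same number, 5 in each line correlated above 0.1 after removal of the group means, and 1 of 12 Hs578T and 4 of 12 SKBR7 libraries correlated best with their own number. Depth limits the results through missing values, because a gene absent from a library that lists under 20000 genes cannot be told from a gene lost to treatment, and numbers of reads are not given.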

Differences from the paper's values

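The counts of genes lower in 1 line alone differ from Fig. 6c at the paper's threshold of 0.5. The paper gives about 2000 genes for Hs578T in Fig. 6c, read by eye, against 682 here. It gives about 680 for SKBR7 in Fig. 6c, read by eye, against 2053 here. Of the alternatives set before the data were examined, the Hs578T value falls within 1.5 times the paper's with all genes listed in at least 3 of 12 libraries (1798), where the SKBR7 count is 3762. The SKBR7 value does so with the stricter filter on low values (480), where the Hs578T count is 443. With median centring (1117 and 1239), means of linear values (795 and 1330), the demand to pass limma (0 and 56) and each library left out in turn (447 to 1092 and 392 to 3607), both values stay apart from the paper's. Settings chosen after seeing the values bring the SKBR7 count to 668 ranked anew, 617 without the libraries in doubt and 693 with both changes, and these drop 1386, 1539 and 1482 of the 2053 genes. They give 1310, 1115 and 1203 genes for Hs578T, which stay apart from the paper's value. The value for each line lies near the paper's value for the other. The paper's text gives 1387 lower genes in Hs578T and 2747 in SKBR7, against 1385 and 2756 here, so the paper's text and Fig. 6c assign the lines differently. The other counts of Fig. 6c and those of Fig. 6b that the figures print match, at 2473 and 102 genes higher in 1 line alone, 532 Hs578T genes lower against PHA-767491 alone, 453 SKBR7 genes lower against lapatinib alone, and 78 and 1463 SKBR7 genes higher against PHA-767491 alone or lapatinib alone.

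The paper states that the combination lowers genes tied to ERK signalling. Of 18 genes of MAPK output and feedback, 10 were above 0 and 8 below 0 against lapatinib in Hs578T, and limma called 5 higher and 2 lower, in a comparison that leaves out what lapatinib does in both arms. Against DMSO limma called 0 of the 18 with all 12 Hs578T libraries (median 1.41) and 1 higher in SKBR7 (median -0.66). EGR1 and DUSP6 differed there by 2.60 and 3.43 in Hs578T (adjusted p = 0.189 for both). These differences were 4.03 and 4.94 without DMSO replicate III (adjusted p = 0.00125 and 0.0104), which leaves 2 DMSO libraries in doubt and puts 6561 of 6639 called genes above DMSO. They were -0.25 and 0.41 without the libraries in doubt, a setting chosen after seeing the values (adjusted p = 0.623 and 0.219). In SKBR7 they differed by -1.95 and -1.84 from DMSO (adjusted p = 0.35 and 0.301). Its statement on mTOR signalling goes the same way as the lower RPTOR in both lines, but that is a single gene. Other members of the insulin and PI3K-AKT-mTOR list went both ways in Hs578T, and none of them passed against lapatinib in SKBR7. The paper calls MITF, GCNT3 and ZNF114 lower by a difference of 0.5 without a test, and they are below both monotherapies by at least 0.5 in both lines here too. In SKBR7 that ends without co-treatment replicate I, where MITF differs by -0.22 against lapatinib and -0.15 against PHA-767491, GCNT3 by 0.12 and -0.13, and ZNF114 by 0.26 and -0.35. The same library ends it in SKBR7 for BCL2 (-0.11 against lapatinib) and CDC25B (-0.39 against PHA-767491), which the paper names beside MITF. Without lapatinib replicate III it ends there for ZNF114 (-0.43) and BCL2 (-0.27). In Hs578T it ends for GCNT3 and ZNF114 without lapatinib replicate III (-0.33 and -0.49) or PHA-767491 replicate III (0.20 and -0.08 against PHA-767491), and for GCNT3 without PHA-767491 replicate II (-0.49) or co-treatment replicate III (-0.35). None of the 3 passed limma against lapatinib in either line, with the 6 libraries of these groups in Hs578T and all 12 in SKBR7. A setting chosen after seeing the values, without the libraries in doubt and ranked anew, calls MITF lower than under lapatinib in both lines, and there 17 of the paper's 34 survival genes are below both monotherapies by 0.5 in both lines.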

Other observations

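The splits of libraries, all values without the libraries in doubt, ranked anew or not, and the naming of ZMAT3, BTG2 and SCD were chosen only after the results were seen, while the other tests in this part had been planned or set down first.

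Inflammatory targets of NF-κB rose in co-treated Hs578T cells, where 12 of 19 were higher than under lapatinib and 0 lower in the 6 libraries of these groups (13 and 0 adjusted over the list alone). The median was 0.67, and camera of limma gave adjusted p = 0.00754, adjusted p = 0.82 with an estimated correlation. Without the libraries in doubt and ranked anew 11 of 17 were higher and 0 lower. For SKBR7 these were 1 and 1 of 20 (1 and 2 adjusted over the list alone), with a median of -0.24. NFKB2 (ENSG00000077150.17, chromosome 10, 102394110 to 102402529), a subunit of NF-κB, rose by 0.32 in Hs578T (adjusted p = 0.0326). It fell by 1.27 in SKBR7 (adjusted p = 0.00401), and with median centring the difference was -1.11 (adjusted p = 0.09). Of the p53 targets, 7 of 17 fell and 2 rose in Hs578T (8 and 2 adjusted over the list alone), with a median of -0.22 (camera adjusted p = 0.0616), and CDKN1A fell by 1.11 (adjusted p = 7.82e-11). In SKBR7 3 of 17 rose against lapatinib and 0 fell (8 and 0 adjusted over the list alone), namely CDKN1A and, named after their values were seen, ZMAT3 (ENSG00000172667.10, chromosome 3, 179017223 to 179072279) and BTG2 (ENSG00000159388.5, chromosome 1, 203305491 to 203309602). The median was 0.45 and camera gave adjusted p = 5.10e-06, adjusted p = 0.977 with an estimated correlation.

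Genes of cholesterol synthesis and SREBP went both ways in Hs578T, where 5 of 19 rose and 3 fell against lapatinib (5 and 3 adjusted over the list alone), with a median of 0.13. Against this, 1 of 20 rose and 0 fell in SKBR7 (4 and 0 adjusted over the list alone), with a median of 0.28 and camera at adjusted p = 0.00195, adjusted p = 0.977 with an estimated correlation. The gene was SCD (ENSG00000099194.5, chromosome 10, 100347124 to 100364834), named after its values were seen. Of 14 genes of the integrated stress response, 3 rose and 5 fell in Hs578T (4 and 6 adjusted over the list alone), with a median of -0.46, and 0 rose and 2 fell in SKBR7 (1 and 3 adjusted over the list alone), with a median of -0.16. ATF4 (ENSG00000128272.14, chromosome 22, 39519695 to 39522685), the transcription factor of that response, fell by 0.85 in Hs578T (adjusted p = 1.35e-12). It fell by 1.08 in SKBR7 (adjusted p = 8.90e-04), and with median centring the difference was -0.92 (adjusted p = 0.0967).

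H1F0 (ENSG00000189060.5, chromosome 22, 37805093 to 37807436), a linker histone, fell by 1.39 in Hs578T (adjusted p = 7.93e-32) and by 3.20 in SKBR7 (adjusted p = 0.0159). It fell there by 2.00 without co-treatment replicate I (adjusted p = 4.27e-04), and did not pass without lapatinib replicate III (adjusted p = 0.0686). The SKBR7 calls of NFKB2, ATF4 and H1F0 did not hold without the variance trend (adjusted p = 0.284, 0.267 and 0.279). In the histone list 1 of 15 rose and 1 fell in Hs578T (1 and 1 adjusted over the list alone), with a median of 0.37 that camera placed below other genes without passing (adjusted p = 0.867). The SKBR7 cells had 1 of 17 lower (1 adjusted over the list alone), with a median of -0.11. Of 11 blotted kinases and cell cycle proteins, 2 rose and 4 fell in Hs578T (3 and 4 adjusted over the list alone), and 1 rose and 2 fell in SKBR7 (1 and 3 adjusted over the list alone). The study chose these proteins, so the counts are not independent evidence. CDC7 (ENSG00000097046.12, chromosome 1, 91500893 to 91525764), the other target of PHA-767491, fell by 1.01 in Hs578T (adjusted p = 7.54e-06) and differed by -1.13 in SKBR7 (adjusted p = 0.212, -0.72 without co-treatment replicate I). MCM2 (ENSG00000073111.13, chromosome 3, 127598223 to 127622436), CDK4 (ENSG00000135446.16, chromosome 12, 57747727 to 57756013) and RB1 (ENSG00000139687.13, chromosome 13, 48303751 to 48481986) differed by -0.09, 0.24 and -0.18 in Hs578T (adjusted p = 0.569, 0.0626 and 0.26) and by -0.13, 0.22 and -0.08 in SKBR7 (adjusted p = 0.832, 0.779 and 0.973). Epithelial markers gave 2 higher and 1 lower of 10 in Hs578T and 1 lower of 11 in SKBR7 (2, 1 and 2 adjusted over the list alone). Basal markers gave 1 higher of 7 and 0 of 5, mesenchymal markers 3 higher and 1 lower of 15 and 0 of 15 (4 and 2, and 0, adjusted over the list alone). Immune and endothelial markers gave 0 of 4 and 0 of 4 in Hs578T, and 0 of 2 and 0 of 4 in SKBR7, by limma.

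With all 12 libraries of a line, no change passed for either drug alone after 6 h. For lapatinib against DMSO limma called 0 of 21166 genes in Hs578T (2047 at an unadjusted p under 0.05) and 0 of 22875 in SKBR7 (525). For PHA-767491 it called 0 of 21314 (1677) and 0 of 23206 (484). In only the 6 libraries of PHA-767491 and DMSO it called 437 genes in SKBR7. Without Hs578T DMSO replicate III it called 5503 genes for lapatinib (5469 higher) and 3706 for PHA-767491 (3705 higher), but the DMSO libraries left are then 2 in doubt. These counts were 0 and 25 without the libraries in doubt. Without DMSO replicate I it called 1 for lapatinib. In SKBR7 it called 2 for lapatinib and 7 for PHA-767491 without lapatinib replicate II, and 2 for PHA-767491 without lapatinib replicate I. Departure from additivity was called for 0 of 20132 genes in Hs578T (794 at an unadjusted p under 0.05) and for RBM15 and HSPA8 of 21057 genes in SKBR7. Their departures were 3.06 and -0.82 (adjusted p = 0.0457 for both), and the count of 2 was 1 without SKBR7 DMSO replicate I or co-treatment replicate I, 38 without lapatinib replicate II and 0 without any other library.

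Genes below both monotherapies by at least 0.5 in both lines were long, with a median genomic span of 46.9 kb and mRNA length of 4.73 kb, against 29.4 kb and 3.11 kb for other genes and 16.8 kb and 2.76 kb for genes higher in both lines. The libraries in doubt are argued against as the whole cause, since without them the log2 change still fell with mRNA length in all 4 comparisons of co-treatment with a monotherapy (partial Spearman correlation at fixed span and level, -0.254 to -0.091). Slower elongation by RNA polymerase II under CDK9 inhibition predicted a negative partial correlation with genomic span for PHA-767491 against DMSO in SKBR7. At fixed mRNA length it was 0.112, so the prediction failed for PHA-767491 alone. That comparison cannot speak for co-treatment, where the pattern was seen, so slower elongation stays open. In Hs578T the same correlation was 0.075 with all libraries and -0.096 with the 1 library of each group not in doubt, ranked anew. A bias in mRNA length between libraries may account for the pattern and stays open, since the partial correlation with span reached 0.022 in Hs578T, while that with mRNA length was -0.245 and -0.408. In SKBR7 without the libraries in doubt the span correlation in co-treatment was -0.101 and -0.126 (0.008 and -0.122 with all libraries), so a separate effect of gene span there stays open as well.

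Other splits of the same libraries were counted for the comparisons below. None were made for co-treatment against only PHA-767491, for genes common to both lines or for lists. Of 100 random splits, the real one alone reached 2615 genes higher by 0.5 in Hs578T (highest other 2515). That share is under 0.05, but the margin is small. The count is 1491 without PHA-767491 replicate I, for which no splits were made, so chance is not excluded. For lower genes in Hs578T 25 splits reached 1385 (highest other 4659). In SKBR7 54 reached 244 higher genes (highest other 4370) and 14 reached 2756 lower genes (highest other 7002). Chance cannot be excluded for the counts of 1385, 244 and 2756 either, and splits with several times the real count point to a structure of the samples. By limma in SKBR7, 2 of 100 splits reached 4 genes higher than in both monotherapies (highest other 4) and 2 reached 57 lower (highest other 65). For departure from additivity 1 reached 2 genes (highest other 1). These shares are under 0.05 with all libraries. Another split still equalled the count of 4 or passed that of 57, and the additivity count is small, so chance is not excluded. No splits were made for other settings, where the 3 counts were 0, 0 and 0 without the variance trend, 1, 11 and 0 without PHA-767491 replicate II and 31, 356 and 38 without lapatinib replicate II. In Hs578T these limma counts were 0, which all 100 splits reach whatever their values (highest other 0, 0 and 6), so the splits decide nothing there. The comparisons of 3 libraries with 3 allow 10 splits, too few for a share under 0.05. The real counts and the highest others were 339 and 0 for SKBR7 co-treatment against DMSO and 161 and 2750 against lapatinib. They were 0 and 5677 for Hs578T PHA-767491 against DMSO, and 0 and 0 for Hs578T co-treatment against DMSO and against lapatinib, Hs578T lapatinib against DMSO and SKBR7 lapatinib and PHA-767491 against DMSO. Within the 6 libraries of co-treatment and lapatinib they were 6404 and 0 in Hs578T and 91 and 14 in SKBR7. The 2750 and the 5677 genes of other splits point to a structure of the samples.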
